# Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets

**DOI:** 10.1007/s00125-015-3783-5

**Published:** 2015-10-16

**Authors:** Ksenia Tugay, Claudiane Guay, Ana C. Marques, Florent Allagnat, Jonathan M. Locke, Lorna W. Harries, Guy A. Rutter, Romano Regazzi

**Keywords:** Ageing, Apoptosis, Beta cell, Diabetes, Insulin secretion, MicroRNA, Pancreatic islet, Proliferation

## Abstract

**Aims/hypothesis:**

Ageing can lead to reduced insulin sensitivity and loss of pancreatic beta cell function, predisposing individuals to the development of diabetes. The aim of this study was to assess the contribution of microRNAs (miRNAs) to age-associated beta cell dysfunction.

**Methods:**

The global mRNA and miRNA profiles of 3- and 12-month-old rat islets were collected by microarray. The functional impact of age-associated differences in miRNA expression was investigated by mimicking the observed changes in primary beta cells from young animals.

**Results:**

Beta cells from 12-month-old rats retained normal insulin content and secretion, but failed to proliferate in response to mitotic stimuli. The islets of these animals displayed modifications at the level of several miRNAs, including upregulation of miR-34a, miR-124a and miR-383, and downregulation of miR-130b and miR-181a. Computational analysis of the transcriptomic modifications observed in the islets of 12-month-old rats revealed that the differentially expressed genes were enriched for miR-34a and miR-181a targets. Indeed, the induction of miR-34a and reduction of miR-181a in the islets of young animals mimicked the impaired beta cell proliferation observed in old animals. mRNA coding for alpha-type platelet-derived growth factor receptor, which is critical for compensatory beta cell mass expansion, is directly inhibited by miR34a and is likely to be at least partly responsible for the effects of this miRNA.

**Conclusions/interpretation:**

Changes in the level of specific miRNAs that occur during ageing affect the proliferative capacity of beta cells. This might reduce their ability to expand under conditions of increased insulin demand, favouring the development of type 2 diabetes.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00125-015-3783-5) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

Insulin secretion from pancreatic beta cells plays a central role in blood glucose homeostasis and metabolism control. Reduced sensitivity of insulin target tissues and a consequent rise in insulin demand is normally compensated by expansion of beta cells and an increase in their secretory activities. Failure in this compensatory process results in the release of insufficient insulin to cover the organism’s needs and the development of type 2 diabetes [1]. Ageing is a risk factor for several metabolic diseases, including type 2 diabetes. Indeed, ageing can affect both insulin secretion and insulin action, and predisposes to glucose intolerance and diabetes [2]. Moreover, ageing is associated with impaired proliferation and increased sensitivity of beta cells to apoptosis [3], reducing their capacity to cope with an insulin-resistance state. At present, the mechanisms underlying these phenomena are not fully understood, but changes in the expression of genes coding for key proteins have been reported to be involved in the age-associated decline of beta cell function.

MicroRNAs (miRNAs) are short non-coding RNAs that bind to the 3′ untranslated region (UTR) of target mRNAs, causing translational repression and/or messenger degradation [4]. During the past decade, several studies have demonstrated the involvement of miRNAs in the regulation of beta cell function and survival [5–7]. Although the role of miRNAs in the regulation of beta cell activities has been investigated in various conditions, including pregnancy and obesity [8–11], the potential contribution of these molecules to age-associated beta cell impairment has not, as yet, been explored.

In this study, we compared the islet miRNA profiles of 3- and 12-month-old rats. Several differentially expressed miRNAs were identified and their roles in beta cell secretion, proliferation and survival upon chronic exposure to proapoptotic conditions were systematically investigated.

## Methods

### Chemicals

Prolactin, IL-1β, exendin-4 and platelet-derived growth factor (PDGF)-AA were obtained from Sigma-Aldrich (St Louis, MO, USA). TNF-α was obtained from Enzo Life Sciences (Lausanne, Switzerland) and IFNγ was obtained from R&D Systems (Minneapolis, MN, USA).

### Animals

Wistar rats were from Janvier Laboratories (Le Genest St Ile, France). All procedures were approved by the Swiss Veterinary Office and were in accordance with National Institutes of Health guidelines.

### Islet isolation and cell culture

Islets were isolated by collagenase digestion [12] and cultured in RPMI 1640 medium (Invitrogen, Carlsbad, CA, USA) [9]. Dissociated islet cells were obtained by trypsin digestion [8]. Human islets were received from the Cell Isolation and Transplantation Center (University of Geneva, Geneva, Switzerland). Dissociated human islet cells were cultured in CMRL medium (Invitrogen) [9]. The rat insulin-secreting cell line INS832/13 was cultured as previously described [8].

### Profiling of miRNA and mRNA

RNA was isolated using the miRNeasy Kit (Qiagen, Hombrechtikon, Switzerland). MiRNA expression profiling was carried out using Agilent Technologies (Santa Clara, CA, USA) miRNA Microarrays [9]. Profiling of mRNAs was carried out by Arraystar (Rockville, MD, USA).

### Measurement of miRNA and mRNA expression

MiRNA expression was assessed using the miRCURY LNA Universal RT miRNA PCR kit (Exiqon, Vedbaek, Denmark). Measurements of mRNA levels were performed by quantitative real-time PCR (qPCR; Bio-Rad, Reinach, Switzerland) with custom-designed primers (Microsynth, Balgach, Switzerland) (see Electronic Supplementary Material [ESM] Methods). MiRNA expression was normalised to the level of U6 or miR-7, while mRNA expression was normalised to 18S. The level of selected miRNAs in cadaveric human islets from 11 normoglycaemic donors, and their association with age, was assessed in our previously published global miRNA profiling dataset [13].

### Transfection and modulation of miRNA levels

INS832/13 cells and primary rat or human dissociated islet cells were transfected with Lipofectamine 2000 (Invitrogen), either with RNA oligonucleotide duplexes (Eurogentec, Seraing, Belgium) corresponding to the sequence of the miRNAs (overexpression) or with single-stranded miScript miRNA Inhibitors (Qiagen) that specifically inhibit endogenous miRNAs [9]. A custom-designed small interfering RNA duplex directed against green fluorescent protein (Eurogentec) and a miScript reference miRNA (Qiagen) were used as respective controls.

### Insulin secretion

The insulin content of and insulin secretion by dissociated rat islet cells were measured by ELISA [14].

### Cell death assessment

Rat and human islet cells were incubated with 1 μg/ml Hoechst 33342 (Invitrogen) for 1 min. At least 10^3^ cells/condition were analysed under fluorescence microscopy (AxioCam MRc 5, Zeiss, Feldbach, Switzerland) to score the fraction of cells displaying pycnotic nuclei.

### Proliferation assay

Cells were cultured on poly-l-lysine-coated glass coverslips. They were fixed with cold methanol, permeabilised with 0.5% saponin (Sigma-Aldrich) and exposed for 1 h to antibodies against Ki67 (1:400) (Abcam, Cambridge, UK) and insulin (1:10,000) (Millipore, Zug, Switzerland). Coverslips were then incubated for 1 h with anti-rabbit Alexa-Fluor-488 and anti-mouse Alexa-Fluor-555 antibodies (Invitrogen). Images were collected on an AxioVision fluorescence microscope.

### Luciferase assay

A luciferase reporter construct was generated by inserting 212 nucleotides of the 3′ UTR sequence of rat *Pdgfra* surrounding the putative binding site of miR-34a between the XhoI and EcoRI sites of psiCHECK-1 (ESM Methods). Luciferase activity was measured using a dual-luciferase reporter assay (Promega, Madison, WI, USA). Firefly luciferase activity was normalised for transfection efficiency with the SV40-driven *Renilla* activity generated by pGL3-Basic (Promega).

### Western blotting

Cells were lysed in Laemmli buffer. Lysates were resolved by SDS-PAGE, transferred to a PVDF membrane and detected using antibodies against PDGF receptor α (PDGFRα) (catalogue no. 3174; Cell Signaling Technology, Danvers, MA, USA) and α-tubulin (Fluka Chemie, Buchs, Switzerland) [15]. After 1 h incubation at room temperature with horseradish peroxidase-conjugated secondary antibodies (Fluka Chemie), membranes were revealed by chemiluminescence (Immobilon, Millipore) using the ChemiDoc XRS+ System (Bio-Rad Laboratories).

### miRNA target enrichment analysis

For each differentially expressed miRNA, we estimated the median number of miRNA recognition elements (M_obs_) predicted, using TargetScan (version 6.2) [16], in the 3′ UTR (rn6, downloaded from UCSC [17] on 10 April 2015) of *n* up- or downregulated genes. To obtain an empirical *p* value associated with each M_obs_, we independently estimated 1,000 times the median TargetScan predicted density of miRNA recognition elements for N regions of matching length randomly sampled from the 3′ UTRs of rat islet mRNAs that were not differentially expressed.

### Statistical analysis

Statistical differences were tested using Student’s *t* test or for multiple comparisons, with ANOVA followed by a post hoc Dunnett test, with a discriminating *p* value of 0.05 (SAS statistical package, Cary, NC, USA).

## Results

As observed by others [18, 19], 12-month-old male Wistar rats displayed an increase in body weight but no difference in blood glucose levels compared with 3-month-old animals (ESM Fig. 1). In agreement with these observations, insulin content and glucose-stimulated insulin secretion from islets isolated from older animals were comparable with those of younger animals (Fig. 1a, b) and the sensitivity of islet cells to apoptosis was unchanged (Fig. 1c). However, in contrast to beta cells from young animals, those isolated from 12-month-old rats displayed no proliferative response to exendin-4, PDGF or prolactin (Fig. 1d–f).

**Fig. 1:**
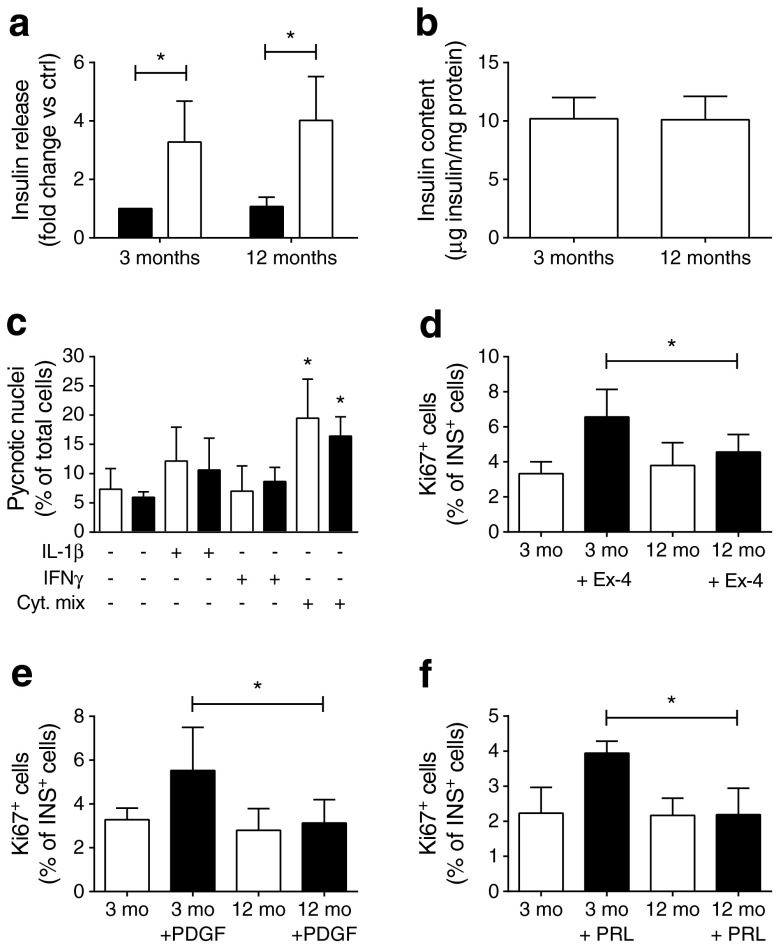
Insulin secretion, apoptosis and proliferation in islets of aged rats. (**a**) Insulin secretion of rat islet cells in response to 2 mmol/l (black bars) or 20 mmol/l (white bars) glucose. Results are represented as fold change compared with 2 mmol/l glucose in 3-month-old rats. (**b**) Insulin content was normalised to total protein content. (**c**) Apoptosis was measured in the islet cells of young (white bars) and aged (black bars) animals treated with IL-1β (10 ng/ml), IFNγ (300 ng/ml) or with a cytokine (Cyt.) mix (0.1 ng/ml IL-1β, 10 ng/ml TNF-α and 30 ng/ml IFNγ). *p < 0.05 vs untreated rats of the same age. (**d–f**) Beta cell proliferation in rat islet cells of 3- and 12-month-old animals treated with exendin-4 (Ex-4; 100 nmol/l) (**d**), PDGF-AA (50 ng/ml) (**e**) or prolactin (PRL; 500 ng/ml) (**f**) for 5 days was assessed by staining with anti-Ki67 and anti-insulin antibodies. Results are means ± SD of at least three independent experiments. *p < 0.05 by ANOVA and Dunnett’s post hoc test. Ctrl, control; mo, month

To determine whether these phenotypic traits were linked to transcriptomic differences, we used microarray analysis to compare the global mRNA profiles of the islets isolated from young and old rats. We detected 632 upregulated and 397 downregulated genes (fold change >2.0; nominal *p* < 0.05, *n* = 3) in the islets of 12-month-old rats (ESM Tables 1, 2; microarray data are deposited in Gene Expression Omnibus under the accession code GSE72466). These changes are unlikely to reflect differences in islet composition, since the islet β-cell content is not modified in 12-month-old animals [20]. Among the upregulated mRNAs, pathway analysis revealed an enrichment of genes involved in insulin secretion, mitogen-activated protein kinase signalling and MODY (ESM Table 3). Changes in the expression of selected genes belonging to these pathways were verified by qPCR (ESM Fig. 2). In particular, we confirmed the induction of genes involved in insulin secretion (such as the calcium-channel subunits *Cacna1c* and *Cacna1d*) and MODY (*Slc2a2* and *Neurod1*), and encoding the transcription factor p53 (*Tp53*).

MiRNAs are major regulators of gene expression and are involved in senescence and other age-associated phenomena [21–23]. To study the potential contribution of these RNAs to age-associated beta cell dysfunction, we analysed by microarray modifications in the islet miRNA profile of 12-month-old animals. 

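The miRNA arrays were Agilent single-colour arrays, on which RNA labelled with 1 dye is hybridised and each miRNA is read by several probes. They covered islet RNA of 4 rats aged 12 months (replicates 2, 4, 10 and 16) and 3 rats aged 3 months (replicates 9, 11 and 13), with 1 array per rat and all arrays on 1 slide. The authors scanned the arrays and extracted spot intensities with Agilent's Feature Extraction software. Each file held 14255 spots, of which 13540 belonged to the 677 rat miRNAs on the array, and no spot was saturated on any array. The background-subtracted total gene signal of each miRNA was used as the software gives it. Signals under 1 were set to 1, the values were put on a log2 scale, and quantile normalization was run over the 677 rat miRNAs. A miRNA was tested if the software called it detected on every array of at least 1 age, which left 272 miRNAs. The ages were compared with limma's moderated test, and p values were adjusted by the Benjamini-Hochberg procedure over the 272 miRNAs. The software called 287 ± 8.41 miRNAs detected per array at 12 months (SD, n = 4) and 260 ± 13.1 at 3 months (SD, n = 3). Every array of the older rats had more detected miRNAs than every array of the younger rats (two-sided exact permutation test, p = 0.0286, the smallest p that 4 rats against 3 allow). The 75th percentile of the total gene signal was 70.5 ± 2.79 at 12 months (SD, n = 4) and 46 ± 9 at 3 months (SD, n = 3), with the same exact p of 0.0286. The local background did not differ, with medians of 22.4 ± 0.629 and 22.7 ± 0.577 units (SD, n = 4 and 3; exact permutation p = 0.743). Before normalization, the tested miRNAs were therefore brighter at 12 months by a median of 0.79 on the log2 scale, and quantile normalization brought this to 0.06. The choice of normalization sets how much of this brightness difference counts as a change in expression. For a miRNA that no array of 1 age detected, the fold change is given as a bound, written as at least N-fold. The bound sets the brighter group's mean log2 signal against the mean of, for each dim array, the higher of its lowest detected signal and the miRNA's own signal. A bound holds for the normalization it is computed under. It is not set by the detection limit of the miRNA itself, which can lie above the array's lowest detected signal. On the 3-month-old arrays that signal was 1.42 to 2.1 units, and miR-142-5p stayed undetected there at 4.31 to 9.93 units. A true difference below a bound is therefore not excluded. The number of arrays limits the precision of all values.

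**Figure D1:**
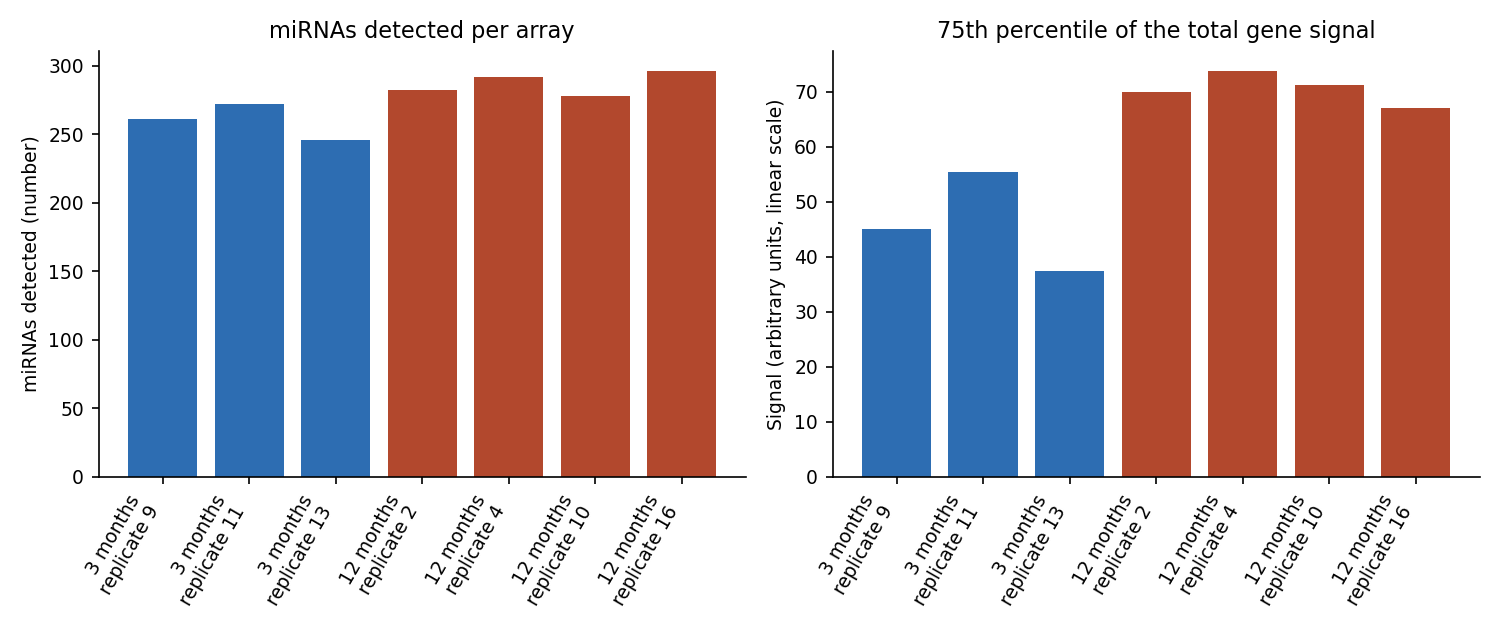
Number of miRNAs called detected (left) and 75th percentile of the total gene signal in linear units (right), 1 bar per array, for rats aged 3 months (blue) and 12 months (red). The arrays of the older rats lie between 278 and 296 detected miRNAs and those of the younger rats between 246 and 272.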

Out of 307 detected miRNAs, 69 displayed changes in their expression level (nominal *p* < 0.05) (ESM Table 4; GSE72466). 

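The software called 307 miRNAs detected on at least 1 of the 7 arrays, and 238 on all of them. Of the 272 miRNAs tested, 59 had an unadjusted limma p below 0.05, where chance alone gives 13.6. Of these 59, 25 were higher and 34 were lower at 12 months, with a median absolute log2 fold change of 0.79. The values of the 2 ages did not overlap at 42 of the 59. Over all miRNAs tested this held for 47, or 17.3%, where chance gives 5.71% for 4 arrays against 3. After Benjamini-Hochberg adjustment, 4 miRNAs remained below 0.05, 3 of them higher and 1 lower at 12 months, and 37 were below 0.1. Using no normalization between arrays moved the counts most, to 193 miRNAs at an unadjusted p below 0.05 (189 higher and 4 lower) and 171 after adjustment. Scaling every array to its miR-7a signal, after the reference miRNA that the study names for qPCR, gave 37 miRNAs at an unadjusted p below 0.05, of which 9 were higher and 28 lower, and 15 after adjustment. Relative to quantile normalization, that scaling moved the median log2 fold change of all tested miRNAs from 0.06 to -0.08. Without 12-month-old replicate 10, which lay apart from the other rats of its age at several miRNAs, 88 miRNAs had an unadjusted p below 0.05, of which 52 were higher and 36 lower, and 10 an adjusted one. Array weights, which give less weight to arrays that differ from the rest, also turned the majority, with 49 higher and 40 lower.

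**Figure D2:**
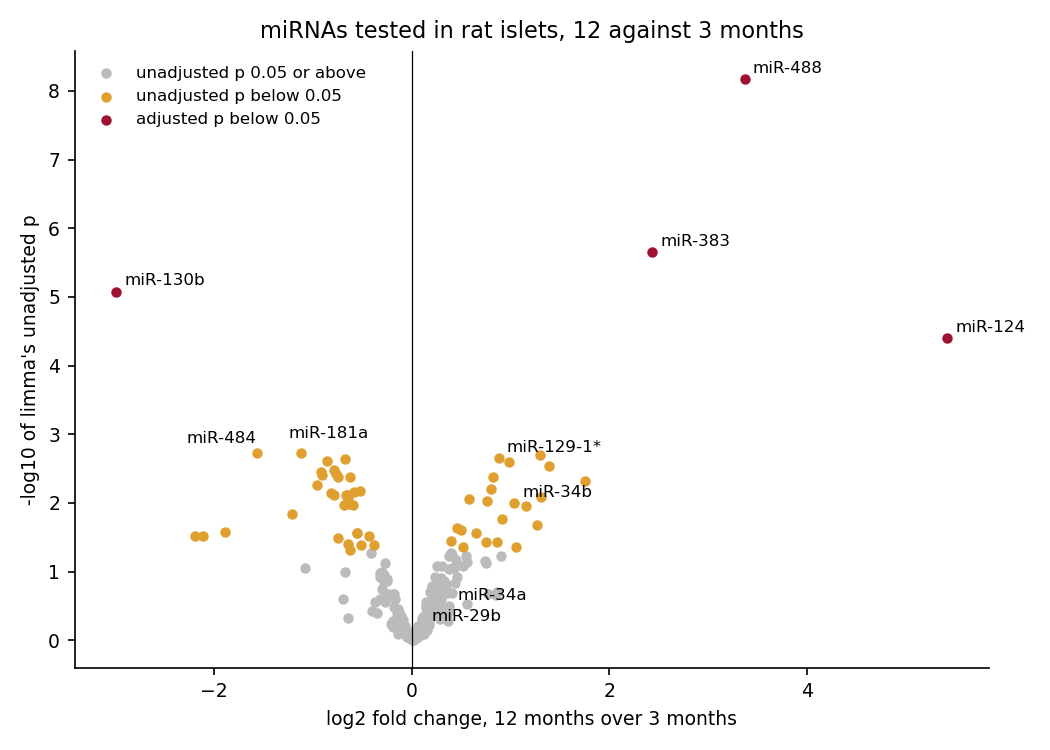
log2 fold change (12 months over 3 months, x axis) against the negative log10 of limma's unadjusted p (y axis) for the 272 miRNAs tested, 1 point per miRNA. The 4 miRNAs with an adjusted p below 0.05 are miR-488, miR-383, miR-124 and miR-130b.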

Changes in the level of all miRNAs displaying an adjusted *p* < 0.05 were verified by qPCR. 

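The 4 miRNAs below an adjusted p of 0.05 were miR-488, miR-383, miR-130b and miR-124. The next smallest adjusted p was 0.0608, shared by 15 miRNAs that included miR-181a, miR-484 and miR-129-1*. Of the miRNAs that the paper discusses for these arrays, 10 were among the 272 tested. Adjusted over the list alone, 8 of these 10 had a p below 0.05, against 4 of them over all miRNAs tested; the list was chosen on these arrays, so the first count is not independent evidence. miR-488 was not detected on any 3-month-old array and was detected on all 4 arrays at 12 months, where its signal was 12.8 ± 2.27 units (SD, n = 4), at least 4.78-fold higher under this normalization. Its log2 fold change of 3.37 (standard error 0.13, limma adjusted p = 1.81e-06) rests on 3 arrays at the floor, which have no spread of their own. With the floor raised to each array's lowest detected signal it was 2.15, which makes the bound 4.42-fold there. A setting that starts from the median spot signal, added after the data were seen, gave 0.27 with a limma adjusted p of 0.104. miR-129-1* was 0.88 higher at 12 months on the log2 scale (standard error 0.20), at 9.74 ± 0.17 against 8.86 ± 0.36 (SD, n = 4 and 3; exact permutation p = 0.0286). miR-484 fell by 1.56 on the log2 scale (standard error 0.34), from 6.15 ± 0.28 (SD, n = 3) to 4.58 ± 0.65 (SD, n = 4; exact permutation p = 0.0571). Among the 12-month-old rats, replicate 10 stood apart with a miR-484 value of 5.55, and without it the log2 fold change was -1.87 with a limma adjusted p of 0.00485. miR-29b and miR-7a held the top 2 ranks on every array, in exchanged order on the array of 12-month-old replicate 10. Quantile normalization over rat miRNAs gives the top ranks the same values on every array, so the difference of 0.07 for miR-29b (standard error 0.14, limma adjusted p = 0.897) could not reflect its level. Before normalization its total gene signal was 34100 ± 6350 units at 12 months (SD, n = 4) and 15300 ± 3350 at 3 months (SD, n = 3). In the deposited series matrix, which holds the authors' normalized values, its log2 fold change was 0.65 with a limma adjusted p of 0.0339. Scaling to the 75th percentile of all miRNAs gave 0.53 and scaling to miR-7a gave 0.29.

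**Figure D3:**
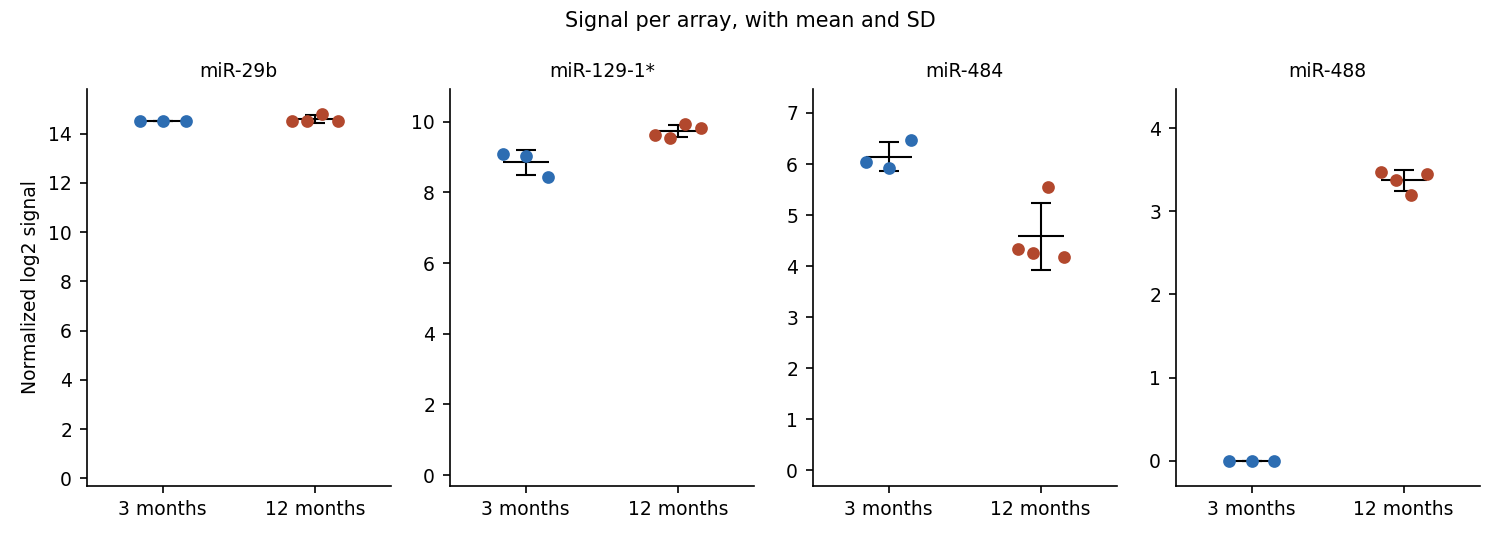
Normalized log2 signal of miR-29b, miR-129-1*, miR-484 and miR-488, 1 point per array, at 3 months (blue) and 12 months (red), with the mean and SD. The 3-month-old arrays of miR-488 lie at the floor of 0, and those of miR-29b share the value 14.51 that its rank is given.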

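On the arrays, the miRNA that the paper calls miR-124a was listed as miR-124. It was not detected on any 3-month-old array and was detected on all 4 arrays at 12 months, with a total gene signal from 14.7 to 134 units. Set against each array's lowest detected signal, it was at least 19.7-fold higher at 12 months under the normalization used here. That bound depends on single rats, with 31.2-fold without 12-month-old replicate 4 and 14.1-fold without replicate 10. With the floor raised to each array's lowest detected signal the bound was 18.3-fold. Over all rats the fitted log2 fold change was 5.42 (standard error 0.67, limma adjusted p = 0.00269). Because its 3-month-old values all lie at the floor, that fold change depends on where the floor is set. Under 5 of the 25 alternatives that gave miR-124 a value its adjusted p was above 0.05, at most 0.147, and its log2 fold change ranged from 1.06 to 6. miR-383 was detected at both ages, with a normalized log2 signal of 7.01 ± 0.22 at 12 months (SD, n = 4) and 4.58 ± 0.34 at 3 months (SD, n = 3). The log2 fold change was 2.43 (standard error 0.20, limma adjusted p = 0.000306), and it passed the threshold under all 26 alternatives, with adjusted p from 9.15e-06 to 0.0165. All arrays of the older rats lay above those of the younger rats for both miRNAs (two-sided exact permutation test, p = 0.0286 for each). miR-130b was not detected on any 12-month-old array and lay at 29.8 ± 4.06 units at 3 months (SD, n = 3). It was at least 7.51-fold lower at 12 months under the same normalization, and at least 6.65-fold lower without 12-month-old replicate 4. Its fitted log2 fold change of -2.99 (standard error 0.30, limma adjusted p = 0.000756) passed the threshold under all 25 alternatives that gave it a value. miR-181a fell by 1.12 on the log2 scale (standard error 0.25), from 7.48 ± 0.34 at 3 months (SD, n = 3) to 6.36 ± 0.36 at 12 months (SD, n = 4; exact permutation p = 0.0571). Its limma adjusted p was 0.0608, and across the alternatives it ranged from 0.00251 to 0.263. Without 12-month-old replicate 10, whose value of 6.91 lay nearest to the 3-month-old arrays, miR-181a had a log2 fold change of -1.31 and an adjusted p of 0.0199. The mean signal of miR-216a, miR-216b-5p and miR-217 was also used as a covariate, a setting chosen after the data were seen. The log2 fold change of miR-181a was then -0.66, with a limma adjusted p of 0.199.

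**Figure D4:**
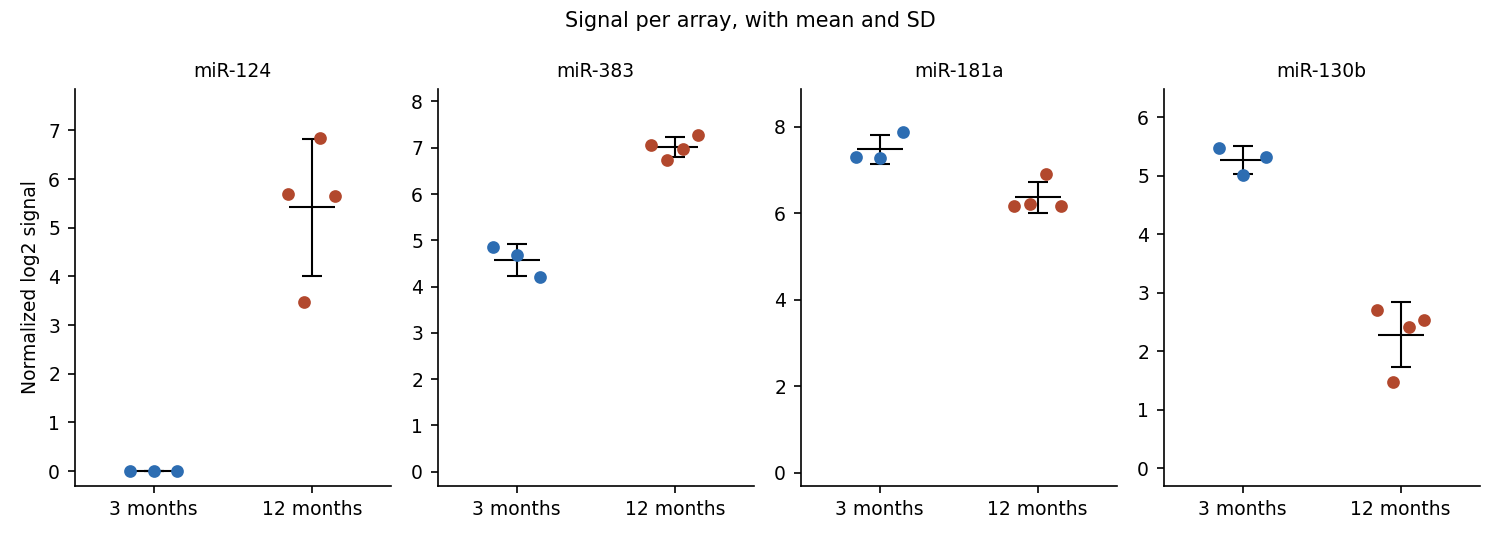
Normalized log2 signal of miR-124, miR-383, miR-181a and miR-130b, 1 point per array, at 3 months (blue) and 12 months (red), with the mean and SD. The 3-month-old arrays of miR-124 lie at the floor of 0, and the 2 ages do not overlap for any of the 4 miRNAs.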

We indeed confirmed the upregulation of miR-124a and miR-383 and the downregulation of miR-181a and miR-130b observed by microarray (Fig. 2a–d). The modifications in the levels of these miRNAs persisted and were in some cases exacerbated in the islets of 23-month-old animals (Fig. 2a–d). Interestingly, miR-124a plays a role in beta cell development [24] and insulin secretion [25], while miR-383 is differentially expressed in *db/db* mice and in mice fed a high-fat diet, two models of type 2 diabetes [9]. We were unable to detect reproducible changes in the levels of miR-29b, miR-129-1* (currently annotated miR-129-1-3p), miR-484 and miR-488 (ESM Fig. 3). Thus, these miRNAs were not further investigated.

**Fig. 2:**
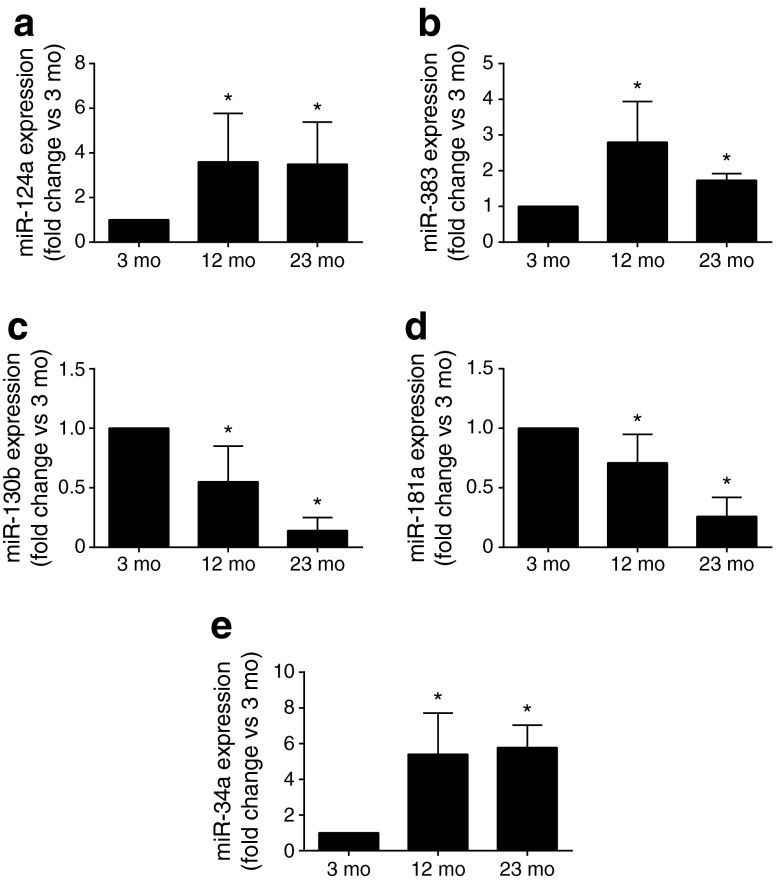
Islet miRNA expression in rats of different ages. miRNA expression was measured by qPCR. Results are presented as fold change vs the level in islets of 3-month-old animals and represent means ± SD; *n* = 5. *p < 0.05 vs 3-month-old mice by ANOVA and Dunnett’s post hoc test. Mo, month

MiR-34a increases in different tissues during ageing [26, 27] and plays a role in islet cell survival and insulin secretion [28]. Although they did not reach statistical significance, the microarray data suggested a possible increase of miR-34a, miR-34b and miR-34c in the islets of old animals (ESM Table 4). Indeed, analysis of miR-34a expression by qPCR confirmed an upregulation of this miRNA in the islets of both 12- and 23-month-old rats (Fig. 2e). 

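miR-34a was detected on all arrays, with a normalized log2 signal of 9.40 ± 0.32 at 12 months (SD, n = 4) and 9.02 ± 0.79 at 3 months (SD, n = 3). The difference of 0.38 (standard error 0.36, limma adjusted p = 0.622) was smaller than the spread among the younger rats (exact permutation p = 0.4). Among these, replicate 13 had the highest miR-34a value of all 7 rats, 9.93, and without it the log2 fold change was 0.80. Without 3-month-old replicate 9 it was 0.11, the other end of the range over the 7 fits that each left out 1 rat. miR-34b was detected on all 4 arrays at 12 months and on 1 of 3 at 3 months, with log2 signals of 4.53 ± 0.37 and 3.49 ± 0.60 (SD, n = 4 and 3; exact permutation p = 0.0571). Its log2 fold change was 1.04 (standard error 0.31, limma adjusted p = 0.0817). Without 3-month-old replicate 13 it was 1.38 with an adjusted p of 0.0463, the lowest adjusted p among these fits. miR-34c was detected on 3 of 4 arrays at 12 months and on none at 3 months, so it fell outside the miRNAs tested, and it was at least 2.58-fold higher at 12 months under the normalization used here, or 2.44-fold with the raised floor (exact permutation p = 0.0857 on the normalized values). When all miRNAs detected on at least 1 array were tested, its limma adjusted p was 0.116. In the reference annotation of the rat genome (GRCr8), miR-34b and miR-34c are neighbours with no other gene listed between them. All 3 members were higher at 12 months under each of the 4 scaling alternatives, which ranged for miR-34a from 0.19 with scaling to miR-7a to 1.06 with no normalization. The paper states that the changes of this family did not reach significance on the arrays, proposes only a possible increase of the 3 members, and measured miR-34a by qPCR.

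**Figure D5:**
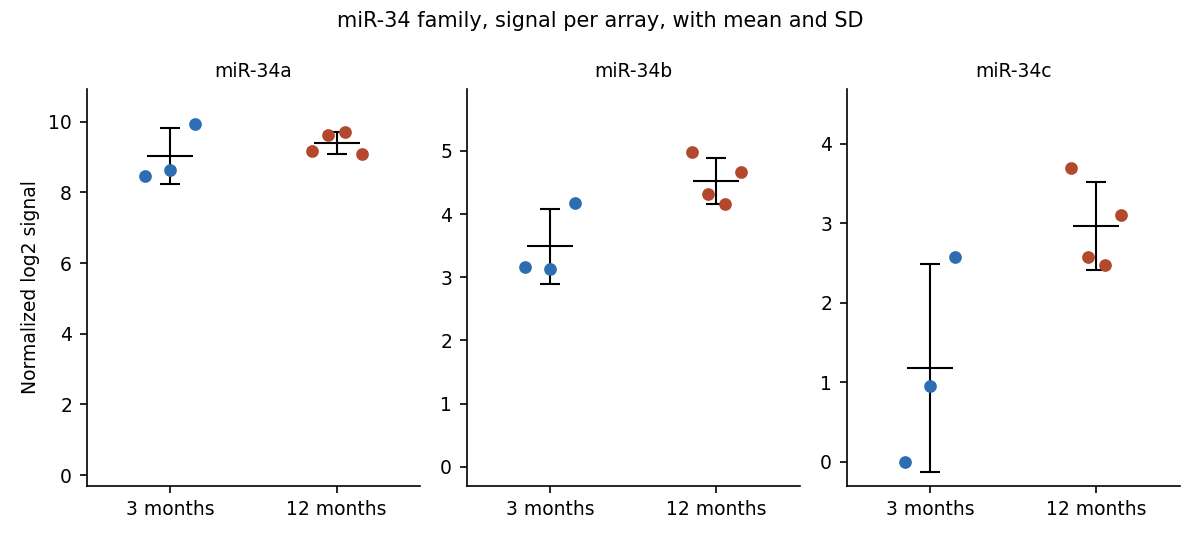
Normalized log2 signal of miR-34a, miR-34b and miR-34c, 1 point per array, at 3 months (blue) and 12 months (red), with the mean and SD. The ages overlap for each of the 3 miRNAs.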

Islet miR-34a expression was also positively correlated with age in human islets from normoglycaemic donors of different ages (*r*^2^ = 0.58, *p* = 0.007) (Fig. 3a). In contrast, we did not detect significant (*p* > 0.05) correlations between the levels of the other differentially expressed miRNAs and the age of islet donors (data not shown). In this case, the effect of ageing observed in congenic animals may have been masked by genetic variations in the human donors or by other confounding factors such as sex or BMI [29].

**Fig. 3:**
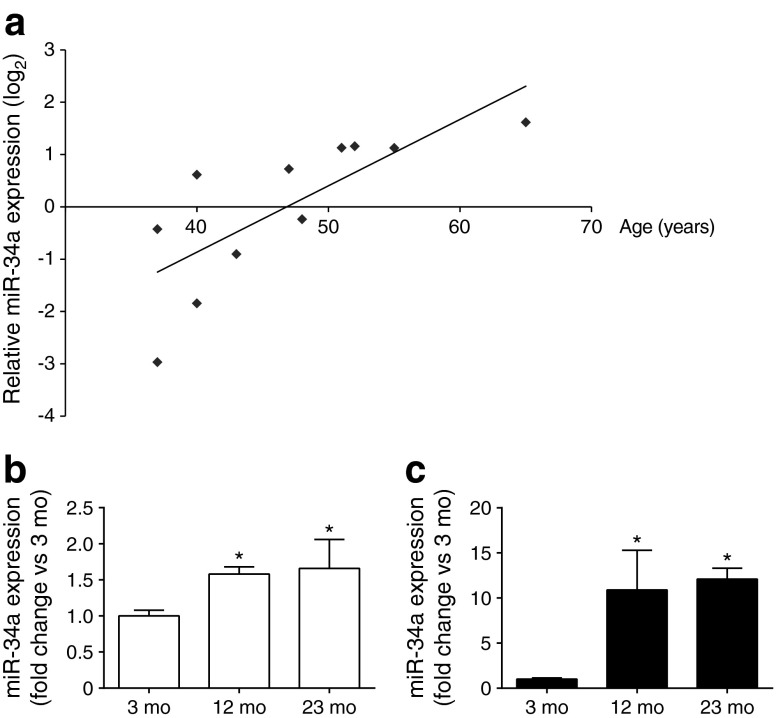
Age-associated changes in miR-34a expression in human islets and in other rat organs. RNA was isolated from the islets of human donors of various ages (**a**) and from the brain (**b**) and liver (**c**) of rats aged 3, 12 and 23 months. (**a**) The miR-34a level was positively correlated with the age of human islet donors. miRNA expression was measured using TaqMan Low Density Array plates (Life Technologies, Zug, Switzerland) and a global mean normalisation strategy to control for RNA input. Relative miR-34a levels were calculated using the mean ΔCt of all 11 samples and log_2_ transformed for normality. miR-34a expression in brain (**b**) and liver (**c**) of rats. The data are expressed as fold change vs the level of expression in 3-month-old rats. (**b**, **c**) Data represent means ± SD *p < 0.05 vs 3-month-old rats by ANOVA and Dunnett’s post hoc test. Mo, month

We then verified whether the observed modifications in miRNA expression are specific for islet cells. Most of the selected miRNAs displayed expression profiles in insulin target tissues (liver, skeletal muscle and adipose tissue) and brain that differed from those of islets (ESM Table 5). In contrast, and in line with the literature [26, 27], miR-34a was upregulated in the liver and brain of older rats relative to 3-month-old rats (Fig. 3b, c).

To investigate the impact of the selected miRNAs on beta cell activities, islet cells of 3-month-old animals were transfected with miRNA mimics or anti-miRs to reproduce the changes in their expression that occur during ageing (ESM Fig. 4). Modifications in the levels of these miRNAs did not affect insulin content or insulin secretion (Fig. 4). Since ageing is characterised by increased susceptibility of beta cells to apoptotic stimuli [3], we investigated the impact of these miRNAs on beta cell survival. We found that overexpression of miR-34a triggers apoptosis of rat (Fig. 5a) and human islet cells (Fig. 5b). Downregulation of miR-130b and overexpression of miR-383 did not affect apoptosis of rat (Fig. 5c, e) or human (Fig. 5d, f) islet cells, whereas they exerted a protective effect when the cells were treated with cytokines. Downregulation of miR-181a or overexpression of miR-124a modified neither the basal apoptotic rate nor survival in the presence of cytokines (ESM Fig. 5).

**Fig. 4:**
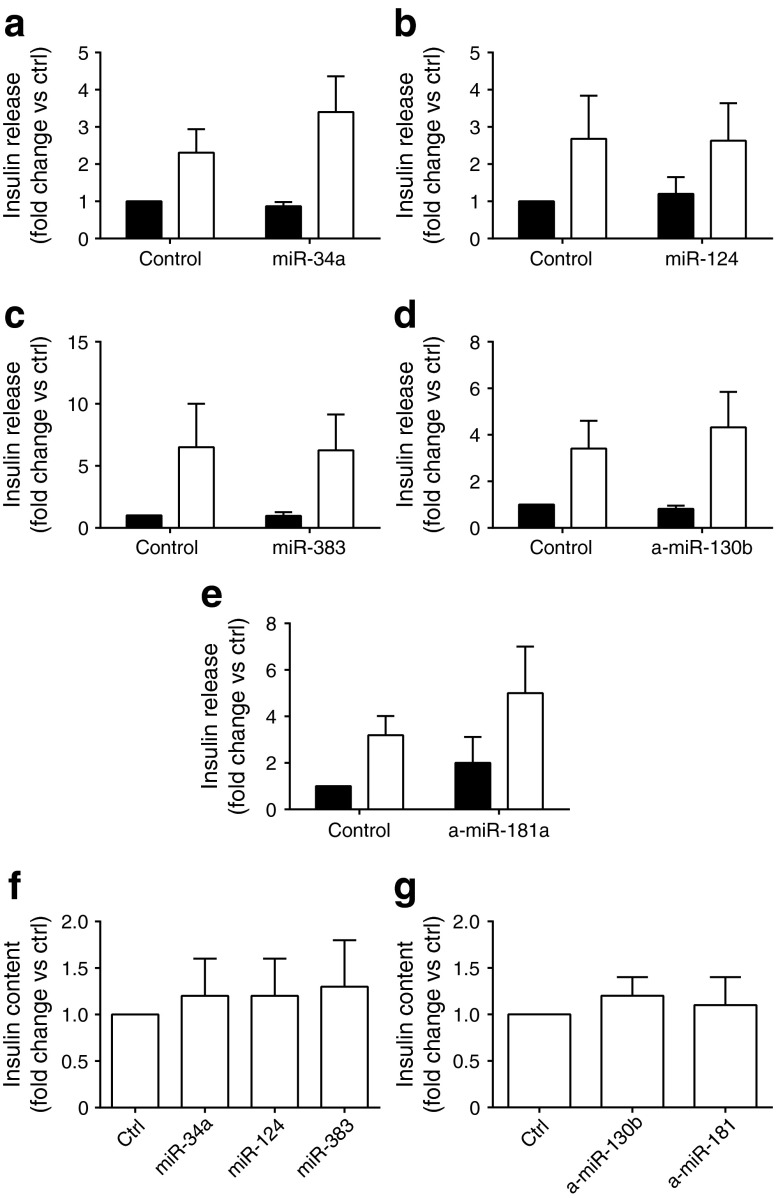
Impact of changes in miRNA expression on insulin secretion and content. Dissociated rat islet cells were transfected with oligonucleotides leading to overexpression (**a**–**c**) or downregulation (**d**, **e**) of the indicated miRNAs. Insulin secretion (**a**–**e**) and insulin content (**f**, **g**) in response to 2 mmol/l (black bars) or 20 mmol/l (white bars) glucose was measured 48 h post transfection. Insulin release is expressed as fold change vs 2 mmol/l glucose in the control (ctrl) condition. Data represent means ± SD

**Fig. 5:**
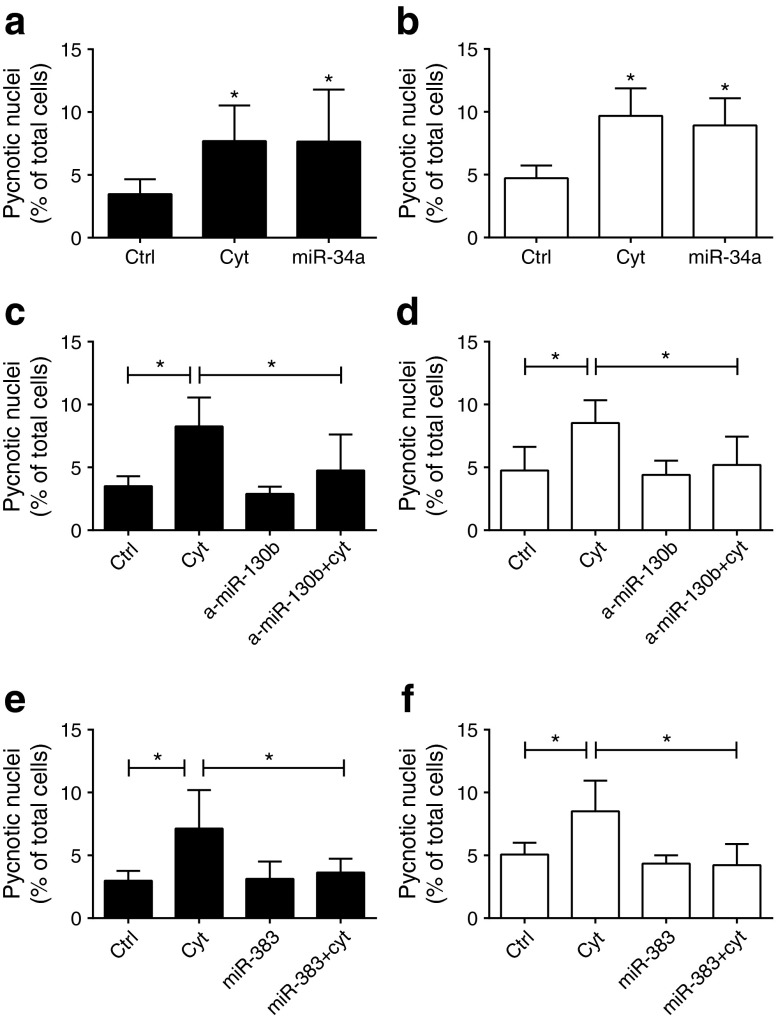
Impact of changes in miRNA expression on apoptosis. Dispersed rat (**a**, **c**, **e**) and human (**b**, **d**, **f**) islet cells were transfected with oligonucleotides leading to overexpression (**a**, **b**, **e**, **f**) or downregulation (**c**, **d**) of the indicated miRNAs. Apoptosis was assessed by scoring the cells displaying pycnotic nuclei. Incubation of cells transfected with control (ctrl) oligonucleotides during 24 h with a mix of proinflammatory cytokines (10 ng/ml TNF-α, 0.1 ng/ml IL-1β and 30 ng/ml IFNγ; cyt) was used as a positive control for apoptosis. Results are the means ± SD of three or four independent experiments. *p < 0.05 (vs control for **a**, **b**) by ANOVA and Dunnett’s post hoc test

We next assessed the impact of the selected miRNAs on beta cell proliferation. We observed that overexpression of miR-34a (Fig. 6a, b) or downregulation of miR-181a (Fig. 6c, d) did not affect basal beta cell proliferation, but did inhibit proliferation stimulated by exendin-4 or PDGF-AA. In contrast, beta cell proliferation was unaffected by overexpression of miR-383 and miR-124a or downregulation of miR-130b (Fig. 6e–g).

**Fig. 6:**
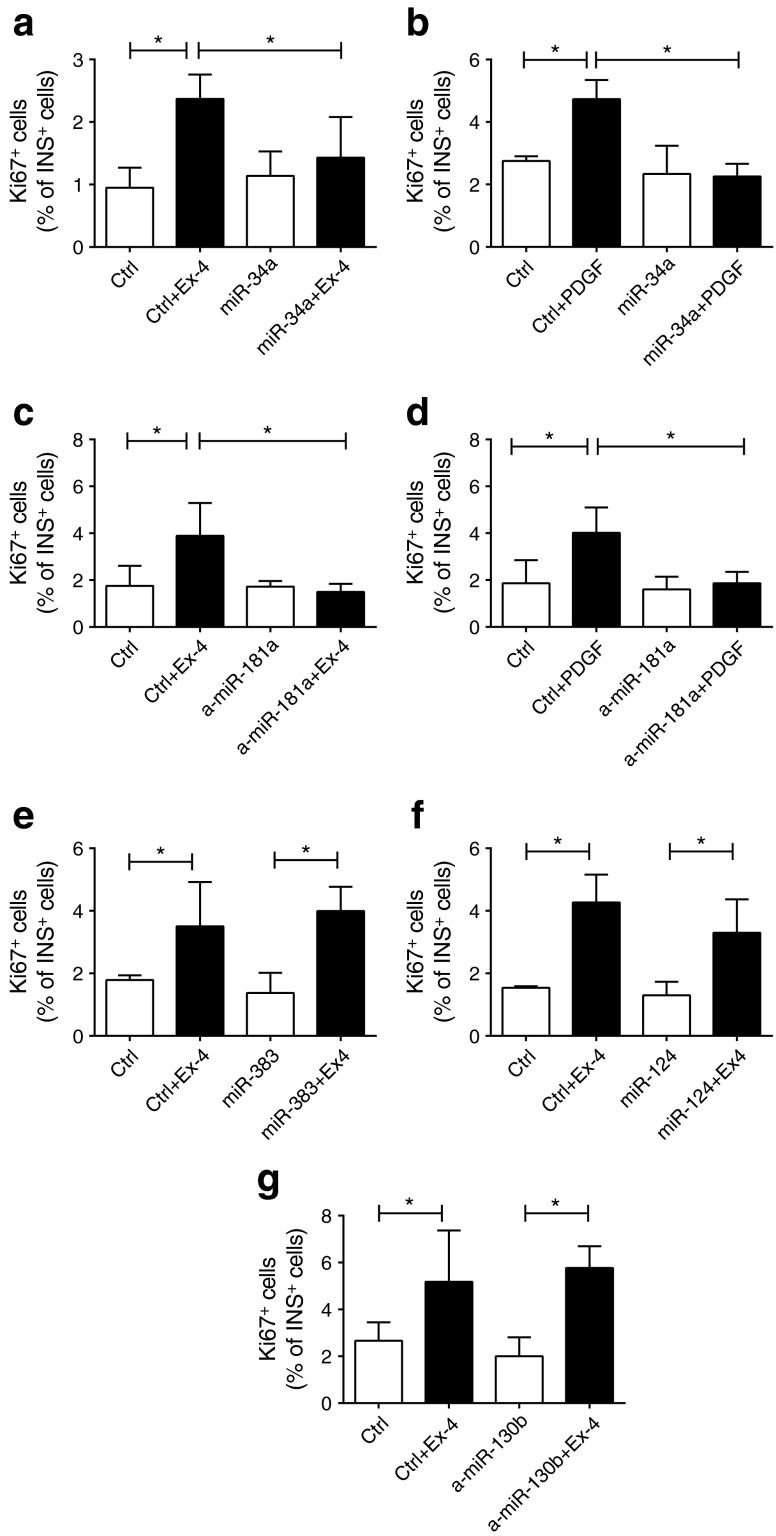
Impact of changes in miRNA expression on beta cell proliferation. Rat islet cells were transfected with oligonucleotides leading to overexpression (**a**, **b**, **e**, **f**) or downregulation (**c**, **d**, **g**) of the indicated miRNAs and treated with exendin-4 (Ex-4; 100 nmol/l) or PDGF-AA (50 ng/ml) (black bars). Beta cell proliferation was assessed 48 h later by anti-Ki67 and anti-insulin staining. The results represent the means ± SD of three to six independent experiments. *p < 0.05 by ANOVA and Dunnett’s post hoc test. Ctrl, control

To unravel the mechanisms underlying the effects of miR-34a and miR-181a on age-associated beta cell dysfunction, we searched for potential targets within genes expressed in the islets of aged animals. Analysis of the protein-coding genes differentially expressed in islets of 12-month-old rats revealed significant enrichment for potential targets of miR-181a in the upregulated genes (Fig. 7b, ESM Table 6) and depletion of predicted targets in the downregulated genes (Fig. 7a, ESM Table 7). Moreover, the upregulated genes were significantly depleted from miR-34a targets (Fig. 7d, ESM Table 6) and, although the values did not reach statistical significance (*p* < 0.071), the downregulated genes tended to be enriched in the predicted targets of this miRNA (Fig. 7c, ESM Table 7). These observations suggest that age-associated changes in miR-181a and miR-34a levels contribute to the gene expression differences observed in the islets of aged rats.

**Fig. 7:**
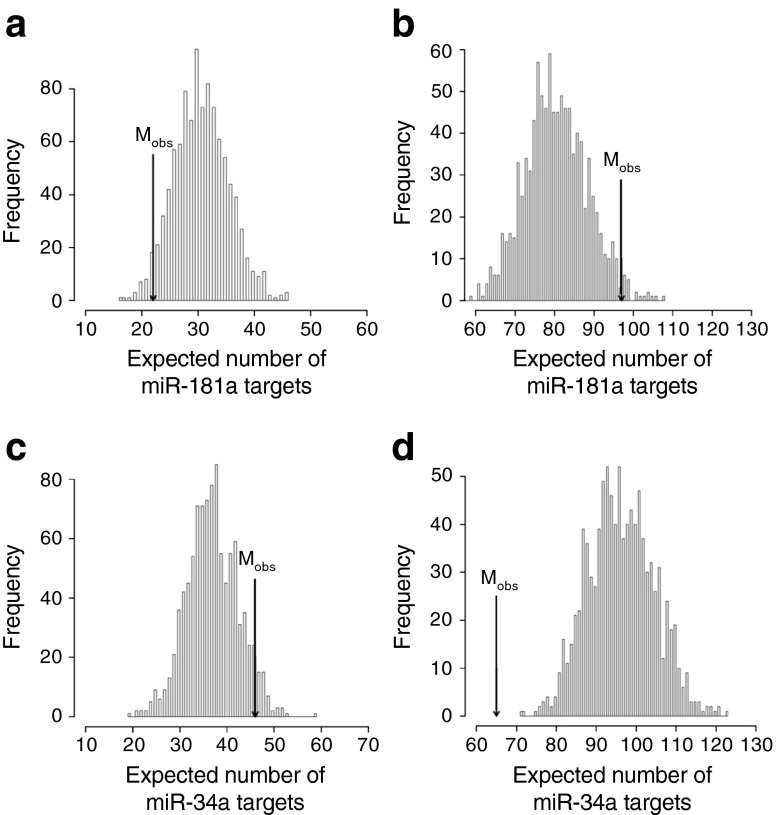
Number of miR-34a and miR-181a recognition elements in the 3′ UTR of differentially expressed mRNAs in islets of 12-month-old rats. The median number of recognition elements (M_obs_) for miR-181a (**a**, **b**) and miR-34a (**c**, **d**) predicted in the 3′ UTR of all down- (**a**, **c**) and upregulated (**b**, **d**) mRNAs in ageing (arrows) was compared with a null distribution of the median number of predicted recognition elements obtained for 1,000 randomly sampled sets of 3′ UTRs from mRNAs expressed in rat islets. *p* is the associated empirical *p* value and corresponds to the proportion of values in the null distribution that are either smaller or larger (left and right side of the distribution, respectively) than M_obs_. (**a**) *p* = 0.025; (**b**) *p* = 0.023; (**c**) *p* = 0.071; (**d**) *p* = 0

PDGFRα, a receptor whose decrease contributes to impaired age-associated beta cell proliferation [30], is a member of the beta cell ‘disallowed gene’ family [31]. Western blot analysis revealed that the levels of this receptor are reduced in the islets of 12-month-old rats (Fig. 8a). PDGFRα is a predicted target of miR-34a (www.targetscan.org) and is regulated by this miRNA in cancer cells [32]. Although *Pdgfra* expression is upregulated in islet beta cells after DICER deletion and global miRNA suppression [33], its targeting by miR-34a in beta cells has not been explored. To experimentally verify PDGFRα as a target for miR-34a in these cells, INS832/13 cells were transfected with a luciferase construct containing the 3′ UTR of *Pdgfra* mRNA. Overexpression of miR-34a resulted in reduced luciferase activity, confirming that *Pdgfra* is indeed a direct target of miR-34a (Fig. 8b). Moreover, western blot analysis of rat islet cells overexpressing miR-34a confirmed that the miRNA reduces the levels of PDGFRα (Fig. 8c, d).

**Fig. 8:**
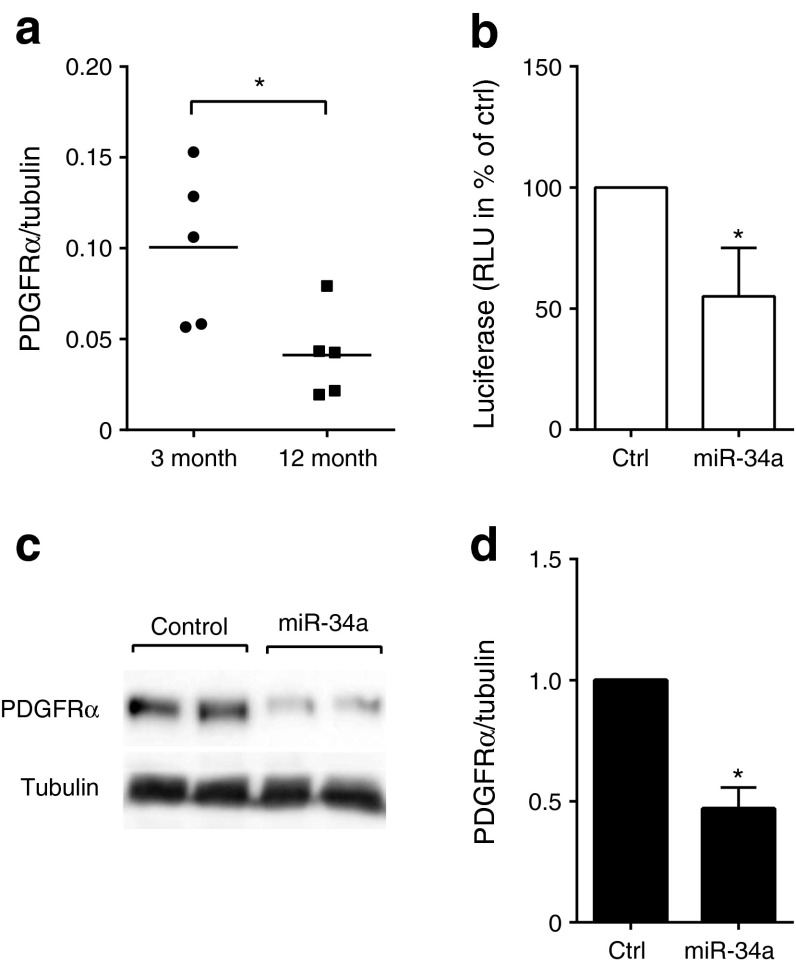
PDGFRα is a direct miR-34a target. (**a**) The levels of PDGFα in the islets of 3- and 12-month-old rats was determined by western blotting. The dot blot indicates the values of each of the tested rats (*p < 0.05 by Student’s *t* test). (**b**) INS832/13 cells were co-transfected with miR-34a mimic and with a reporter construct containing the 3′ UTR of PDGFRα. Luciferase activity was measured 2 days later. The results are expressed in relative light units (RLU) and are means ± SD (*n* = 3). *p < 0.05 vs control (Ctrl) by Student’s *t* test. (**c**, **d**) Dissociated rat islet cells were transfected with a control oligonucleotide or with the miR-34a mimic. Two days later, the levels of PDGFRα were analysed by western blotting. The figure shows a representative blot (**c**) and band quantification (**d**) from four independent experiments. Data are means ± SD. *p < 0.05 vs control

## Discussion

Ageing is a risk factor for the development of type 2 diabetes. In fact, it is associated with a progressive decrease in insulin sensitivity and a decline in beta cell function [2]. The mechanisms underlying these effects are not fully understood, but are likely to involve changes in gene expression. Here, we investigated the transcriptomic modifications occurring in islets of 12-month-old rats. In agreement with other studies [34], we did not observe alterations in insulin secretion or apoptosis in the islets of these animals, suggesting that beta cells preserve the capacity to accomplish their basic tasks. However, beta cells from 12-month-old rats were unable to respond to mitogens. The loss of beta cell proliferation is probably not a significant handicap under normal conditions, but might constitute a major obstacle to the achievement of blood glucose homeostasis under conditions of insulin resistance requiring compensatory beta cell mass expansion.

Our data indicate that the expression of several protein-coding genes and miRNAs is already modified in the islets of 12-month-old rats. Some of these transcriptomic changes are likely to have a positive impact on beta cell function. For instance, we detected the upregulation of genes involved in insulin release, such as those coding for calcium-channel subunits [35–37] and the glucose transporter GLUT-2 (Slc2a2) [38]. These data suggest the existence of compensatory mechanisms operating to maintain efficient insulin secretion in 12-month-old animals.

In addition to differences in protein-coding genes, the islets of 12-month-old rats also displayed modifications in the miRNA profile. When changes in the levels of selected miRNAs were reproduced in islet cells of young animals, none of them affected insulin biosynthesis or secretion. In cell lines, overexpression of miR-124a and miR-34a has previously been reported to inhibit insulin secretion [25, 28, 39] but this observation was not confirmed in another study, although glucose-induced Ca^2+^ fluxes were affected by miR-124a overexpression [24]. These discrepant findings might be due to differences in the level of overexpression achieved after cell transfection. Moreover, because of transcriptomic differences, these miRNAs might have distinct impacts on insulin secretion in primary beta cells and tumoral beta cell lines. These miRNAs reduce the expression of key components of the machinery of insulin exocytosis [25, 28, 39]. Thus, although overexpression in beta cells of young animals did not significantly impair insulin release, we cannot exclude the possibility that the presence of higher levels of miR-34a or miR-124a would exacerbate the secretory decline of ageing beta cells.

Several of the miRNAs displaying expression changes in ageing animals affect the survival of beta cells. Indeed, downregulation of miR-130b or induction of miR-383 improved the survival of beta cells under proapoptotic conditions. Similar protective effects have already been reported for other miRNAs under insulin-resistance conditions [8, 9]. The changes in the levels of these miRNAs might be sufficient to compensate for the proapoptotic effect elicited by the concomitant upregulation of miR-34a. This suggests that a balance between the action of proapoptotic and antiapoptotic miRNAs prevents a net loss of beta cells in 12-month-old rats.

The most striking defect observed in beta cells of 12-month-old rats was the loss of proliferation in response to mitotic stimuli. Interestingly, overexpression of miR-34a or blockade of miR-181a was sufficient to reproduce this phenotypic trait in the islets of younger animals. The mechanism through which the downregulation of miR-181a contributes to the age-associated impairment of beta cell proliferation remains to be established. However, analysis of differentially expressed genes in the islets of 12-month-old rats revealed an enrichment of miR-181a targets in the upregulated mRNAs and a reduction in those that were downregulated. Thus, attenuation of the repressive activity of this miRNA appears to contribute to transcriptomic modifications occurring in the islets of ageing animals. The islet gene-expression profile of ageing animals also appears to be influenced by the induction of miR-34a. Indeed, the 3′ UTR of the upregulated genes was depleted from potential recognition sequences for this miRNA, and the putative miR-34a targets tended to be more frequent in genes downregulated in ageing. Some of the targets of miR-34a might be directly involved in the proliferative defect. Indeed, we demonstrated that the mRNA coding for PDGFRα is directly targeted by miR-34a. PDGFR signalling plays a critical role in postnatal beta cell mass expansion and in beta cell regeneration [30]. Thus, the translational repression of *Pdgfra* exerted by the induction of miR-34a is likely to contribute to the loss of proliferative capacity observed during ageing.

The increase in the level of miR-34a in the islets of ageing rats is probably linked to the activation of p53 signalling. Indeed, we have previously reported that, in insulin-secreting cells, this transcription factor binds to the promoter of miR-34a and triggers expression of the miRNA [40]. The p53 pathway is induced by a variety of stresses and plays a pivotal role in cellular senescence and metabolic homeostasis [41, 42]. p53 and miR-34a are linked in a positive-feedback loop to sirtuin-1 (SIRT1). Indeed, p53 induces the expression of miR-34a and the miRNA targets and represses SIRT1, preventing SIRT1-mediated deacetylation of p53 and, in turn, promoting the activity of the transcription factor [43]. Consistent with this model, we found that increases in p53 and miR-34a in the islets of ageing animals were indeed associated with reduced levels of SIRT1.

In addition to being upregulated in islets, the level of miR-34a was also elevated in the liver and brain of old rats, pointing to a general role for this miRNA in the ageing process. Moreover, the expression of this miRNA has been found to be abnormally elevated in islets and insulin target tissues of obese animals [40, 44, 45], contributing to beta cell failure and insulin resistance. Being at the crossroad between ageing and metabolic imbalance, these findings point to miR-34a induction as an important risk factor for the development of type 2 diabetes. This will particularly hold true for individuals expressing single nucleotide polymorphisms within the precursor of miR-34a that result in increased expression of this miRNA [46].

In this study, we identified a group of islet miRNAs that display expression changes during ageing and are likely to contribute to the progressive failure of beta cells to compensate for insulin resistance. A better understanding of the role and the mode of action of these miRNAs in beta cells might open the way to the development of new strategies for the prevention and/or treatment of type 2 diabetes.

## Electronic supplementary material

ESM Methods

ESM Fig. 1

ESM Fig. 2

ESM Fig. 3

ESM Fig. 4

ESM Fig. 5

ESM Table 1

ESM Table 2

ESM Table 3

ESM Table 4

ESM Table 5

ESM Table 6

ESM Table 7

## Abbreviations

miRNA: MicroRNA
M_obs_: Median number of miRNA recognition elements
PDGF: Platelet-derived growth factor
PDGFRα: Platelet-derived growth factor receptor α
qPCR: Quantitative real-time PCR
SIRT1: Sirtuin-1
UTR: Untranslated region

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 1

## Supplementary methods

### A) Sequence of the primers used for qRT-PCR

| Gene ID | Forward primers                     | Reverse primers                     |
|---------|-------------------------------------|-------------------------------------|
| CACNA1C | 5'-CCA TTG CCT CCG AAC<br>ACT AC-3' | 5'-GCG GTT GAA GAC GGA TAC<br>AA-3' |
| CACNA1D | 5'-CCC AAT GGA GGC ATC<br>ACT AA-3' | 5'-ATG GCC ACT CCC ATC CTA<br>TC-3' |
| NeuroD1 | 5'-GGA TGA TCA AAA GCC<br>CAA GA-3' | 5'-GCA GGG TAC CAC CTT TCT<br>CA-3' |
| Slc2a2  | 5'-TTC CTC GCC TGG TTC<br>TAC T -3' | 5'-GAA ACC GAC GTG GGT AAC<br>A-3'  |
| Sirt-1  | 5'-CCA GAT CCT CAA GCC<br>ATG TT-3' | 5'-GAT CCT TTG GAT TCC TGC<br>AA-3' |
| TP53    | 5'-GGC CTC TGT CAT CTT<br>CCG TC-3' | 5'-TAC CAG GTG GAG GTG TGG<br>AG-3' |
| 18S     | 5'-GCA ATT ATT CCC CAT<br>GAA CG-3' | 5'-GGC CTC ACT AAA CCA TCC<br>AA-3' |

**B) Sequence introduced in the *XhoI* and *EcoRI* sites of psiCHECK-1 to generate the luciferase reporter construct.** The miR-34a recognition element is shown in red.

Rat Pdgfra 3'UTR

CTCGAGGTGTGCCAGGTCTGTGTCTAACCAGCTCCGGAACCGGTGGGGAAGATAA  
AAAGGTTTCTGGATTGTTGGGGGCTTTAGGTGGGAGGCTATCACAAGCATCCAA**ACT**  
**GCCAA**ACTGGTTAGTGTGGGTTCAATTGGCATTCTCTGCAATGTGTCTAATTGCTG  
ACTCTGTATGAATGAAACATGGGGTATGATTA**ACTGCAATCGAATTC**

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 2

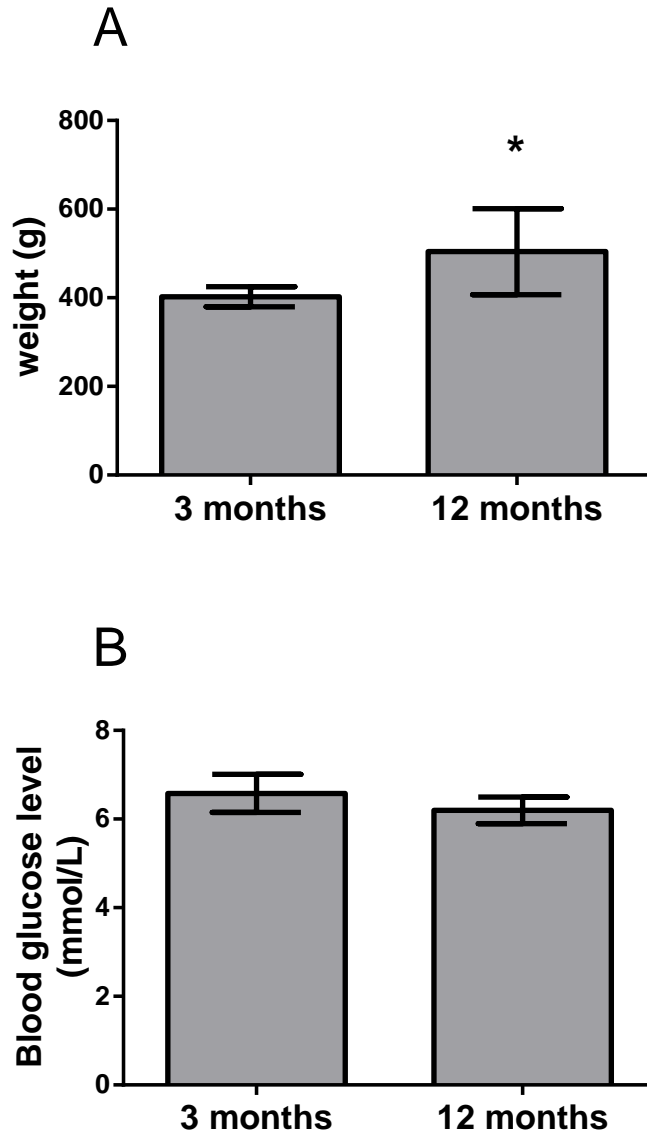

**ESM FIG 1. Weight and glycemia of young and aged rats.** 3 and 12 month-old rats were starved overnight. In the morning, they were weighted (A) and blood glucose levels were measured with a Accu-check® glucometer (B). The results correspond to the mean  $\pm$  SD of six 12 month-old male rats and six 3 month-old control animals.

\* Significantly different from control (p-value  $\leq$  0.05, Student T-test).

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 3

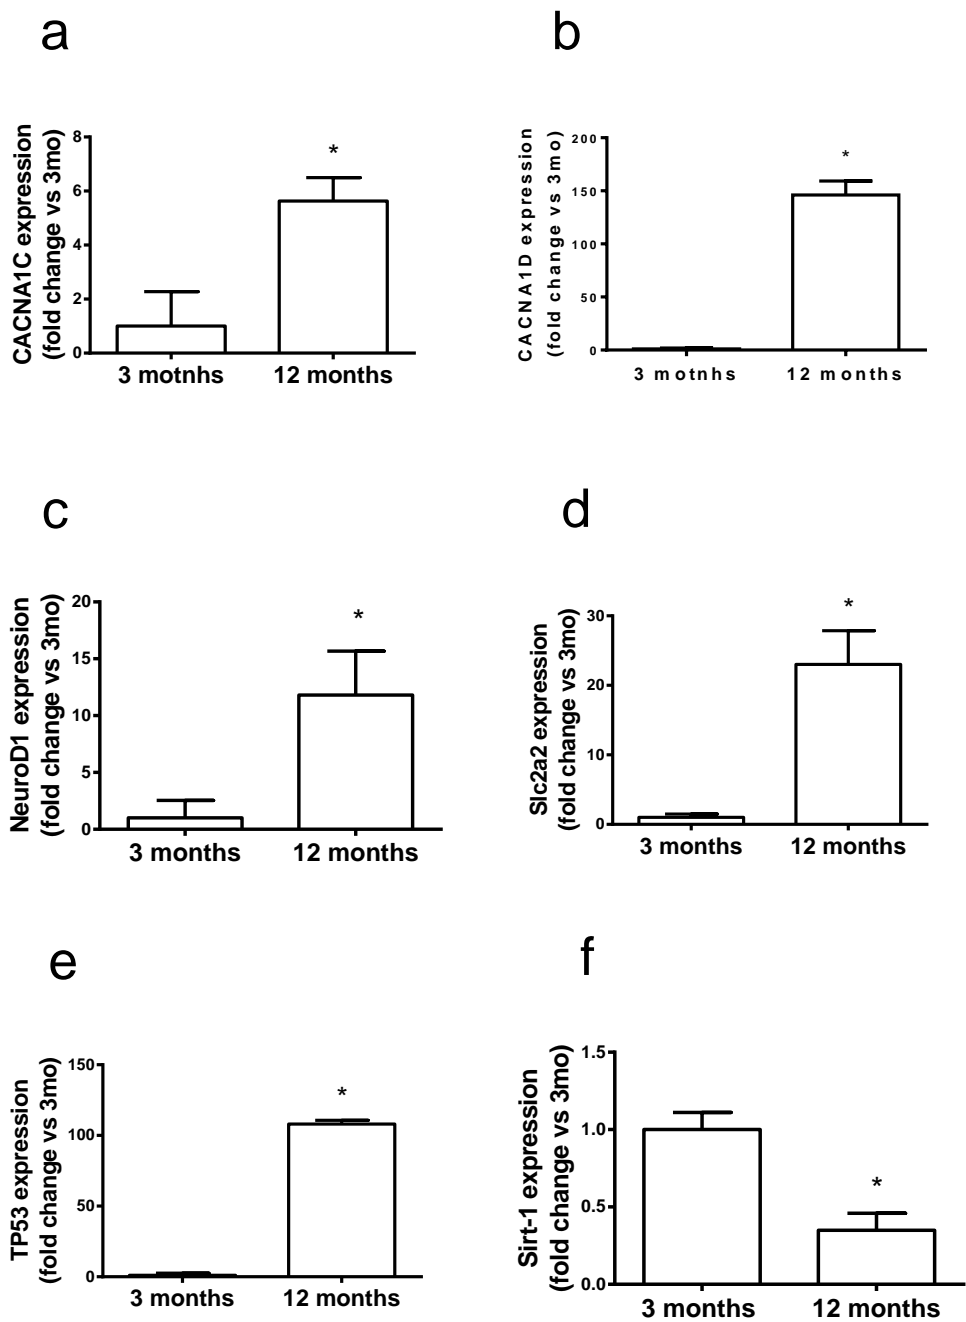

**ESM FIG 2. Confirmation of the changes in the level of selected protein-coding genes by qRT-PCR.** The expression of *Cacna1c* (a), *Cacna1d* (b), *Neurod1* (c), *Slc2a2* (d), *Tp53* (e) and *Sirt-1* (f) in pancreatic islets of 3 and 12 month old rats was assessed by qRT-PCR. Values are presented as fold changes versus the level measured in 3 month old rats. They represent the mean  $\pm$  SD of four 12-month old animals versus four 3-month old animals . \*Significantly different from 3-month old animals (control group) (p-value  $\leq$  0.05, Student T-test).

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 4

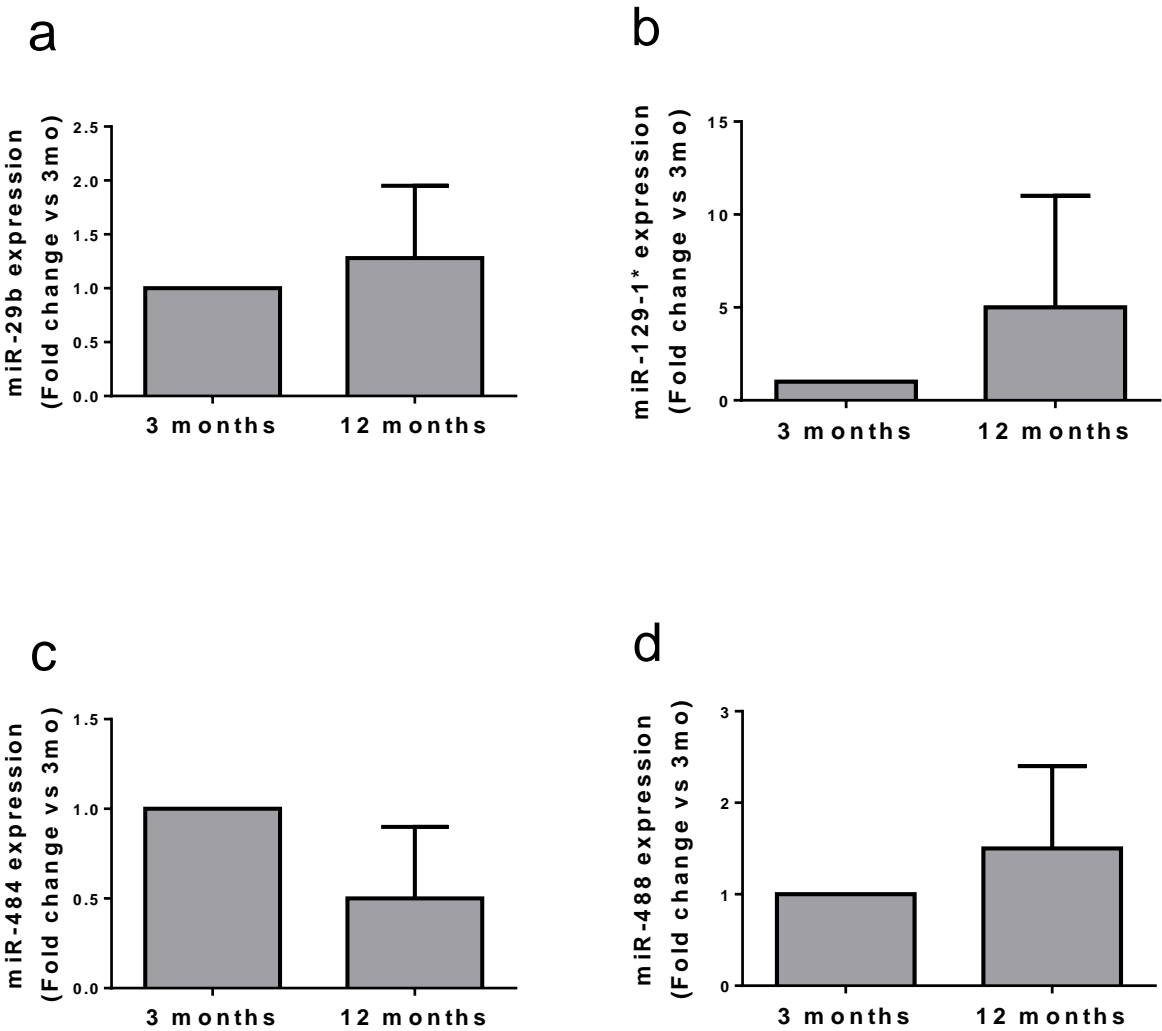

**ESM FIG 3. MicroRNA expression in pancreatic islets of young and old rats.** RNA was isolated from pancreatic islets of male Wistar rats aged 3 and 12 months. MicroRNA expression was assessed by qRT-PCR. Values are expressed as fold change *versus* the level measured in the islets of 3 month-old rats (n= 4).

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 5

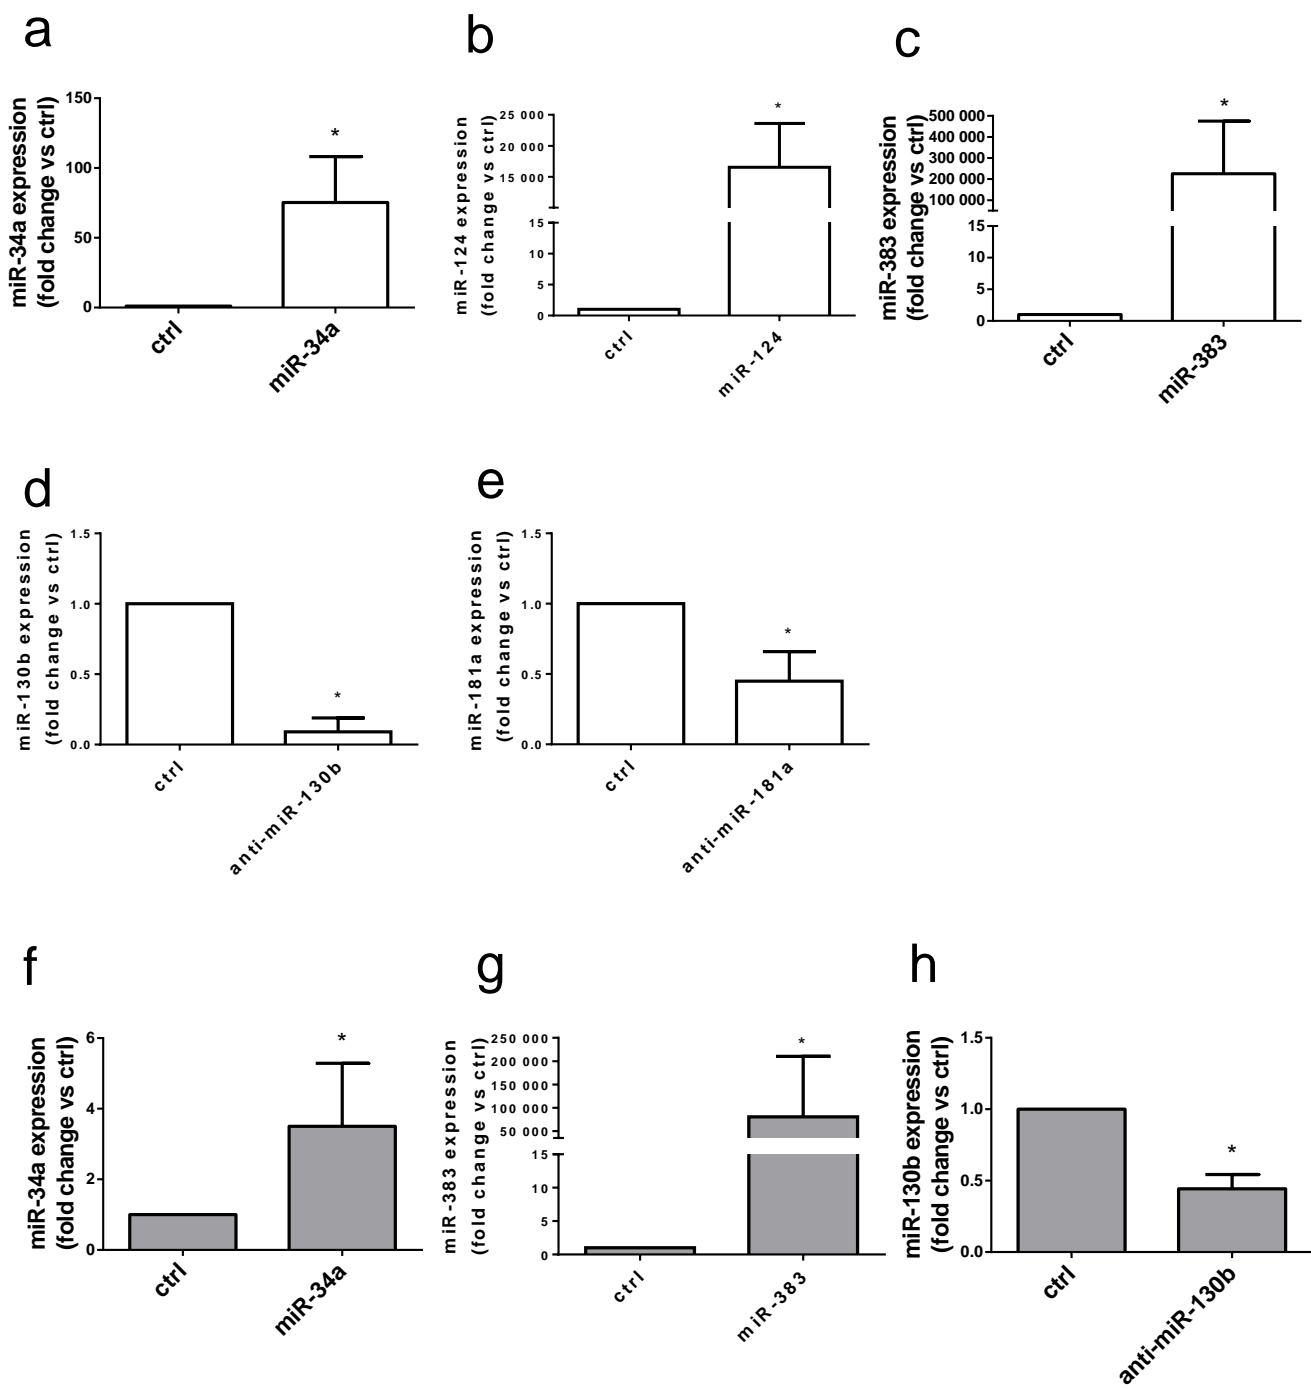

**ESM FIG 4. Downregulation or overexpression of specific microRNAs in dispersed rat and human islet cells.** Dispersed rat (a-e) or human (f-h) islet cells were transfected with the indicated miRNA mimics (a-c, g-h), anti-miRNAs (d,e,h) or their respective controls. miRNA overexpression or downregulation was measured by qRT-PCR. Results are expressed as fold change *versus* Ctrl and correspond to the mean  $\pm$  SD of at least three independent experiments.  
\* Significantly different from control (p-value  $\leq$  0.05, Student T-test).

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 6

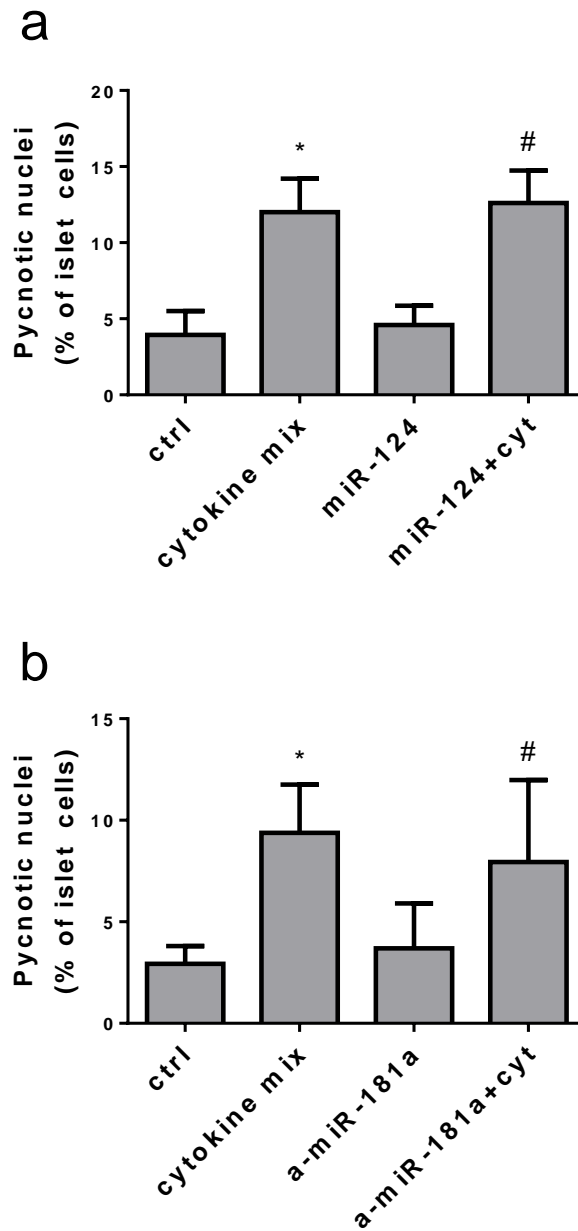

**ESM FIG 5. Impact of changes in miRNA expression on islet-cell apoptosis.** Dispersed islet cells were transfected with oligonucleotides leading to overexpression (A) or downregulation (B) of the indicated miRNAs. Cell death was assessed by scoring the cells displaying pycnotic nuclei upon Hoechst staining. Incubation during 24h with a mix of pro-inflammatory cytokines (10 ng/mL TNF $\alpha$ ; 0.1 ng/mL IL-1 $\beta$ ; 30ng/mL IFN $\gamma$ ) was used as a positive control for apoptosis. The results correspond to the mean  $\pm$  SD of three to four independent experiments. \* Significantly different from #significantly different from anti- or oligo-miR condition ( $p < 0.05$  by ANOVA analysis, Dunnett's post-hoc test).

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 7

## ESM Table 1

### Analysis of the up-regulated mRNAs in the islets of 12 month-old rats

Two µg of RNA isolated from the islets of three 3 month-old and three 12 month-old rats were analyzed by microarray.

The signal intensities were quantile normalized and expressed on a Log2 scale.

Column B - E - Probe annotations (SeqID, Gene Symbol, description, chromosome)

Column F - P-value calculated from paired t-test

Column G - FCA absolute, an absolute fold change calculated between two groups

Column H,I - Normalized Intensity for each group (log2 transformed)

Column J - O - Normalized Intensity for each sample (log 2 transformed)

Fold Change cut off 2.0, p-value cut-off 0.5

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 8

**ESM Table 2****Analysis of the down-regulated mRNAs in the islets of 12 month-old rats**

Two µg of RNA isolated from the islets of three 3 month-old and three 12 month-old rats were analyzed by microarray.

The signal intensities were quantile normalized and expressed on a Log2 scale.

Column B - E - Probe annotations (SeqID, Gene Symbol, description, chromosome)

Column F - P-value calculated from paired t-test

Column G - FCA absolute, an absolute fold change calculated between two groups

Column H,I - Normalized Intensity for each group (log2 transformed)

Column J,O - Normalized Intensity for each sample (log 2 transformed)

Fold Change cut off 2.0, p-value cut-off 0.5

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 9

**ESM Table 3**

Pathway analysis of the genes differentially expressed between 3- and 12-month-old rats

| Definition                                  | Fischer-P-value | FDR        | Enrichment | Genes                                                                                                                      |
|---------------------------------------------|-----------------|------------|------------|----------------------------------------------------------------------------------------------------------------------------|
| Long-term potentiation                      | 0.0000749       | 0.00992150 | 4.125084   | ARAF//CACNA1C//CALM1//CALM2//CAMK2D//CREBBP//PPP3CB//PPP3R1//RAP1B                                                         |
| Amphetamine addiction                       | 0.0000749       | 0.00992150 | 4.125084   | ATF2//CACNA1C//CACNA1D//CALM1//CALM2//CAMK2D//CREB1//PPP3CB//PPP3R1                                                        |
| Renal cell carcinoma                        | 0.0001074       | 0.00992150 | 3.968781   | ARAF//CREBBP//GAB1//HIF1A//PAK1//PAK2//PAK3//RAP1B//TCEB1                                                                  |
| Insulin secretion                           | 0.0001497       | 0.0103721  | 3.824553   | ATF2//ATP1A3//CACNA1C//CACNA1D//CAMK2D//CREB1//GPR119//KCNN2//RIMS2//SLC2A2                                                |
| Axon guidance                               | 0.0002761       | 0.01529967 | 3.558828   | CFL2//DPYSL2//GNAI1//PAK1//PAK2//PAK3//PPP3CB//PPP3R1//RASA1//ROCK2//SEMA4A//SEMA4F                                        |
| MAPK signaling pathway                      | 0.0009936       | 0.04587429 | 3.002759   | ATF2//CACNA1C//CACNA1D//CHUK//DUSP1//DUSP6//MAP3K12//PAK1//PAK2//PPM1A//PPP3CB//PPP3R1//RAP1B//RASA1//RASA2//RPS6KA5//TP53 |
| Ubiquitin mediated proteolysis              | 0.0014047       | 0.04967515 | 2.852401   | CUL4B//HERC3//KLHL9//NEDD4//RCHY1//TCEB1//UBA6//UBE2A//UBE2D1//UBE2G1//UBE2Q1                                              |
| Circadian entrainment                       | 0.0014346       | 0.04967515 | 2.843251   | CACNA1C//CACNA1D//CALM1//CALM2//CAMK2D//CREB1//GNAI1//GNG5//RPS6KA5                                                        |
| Adrenergic signaling in cardiomyocytes      | 0.0029196       | 0.08986143 | 2.534664   | ATF2//ATP1A3//CACNA1C//CACNA1D//CALM1//CALM2//CAMK2D//CREB1//GNAI1//RPS6KA5//SCN7A                                         |
| Maturity onset diabetes of the young (MODY) | 0.0055674       | 0.1401976  | 2.254346   | HHEX//NEUROD1//PAX6//SLC2A2                                                                                                |

**ESM Table 3**

Pathway analysis of the genes differentially expressed between 3- and 12-month-old rats

|                                |           |           |          |                                                                                                  |
|--------------------------------|-----------|-----------|----------|--------------------------------------------------------------------------------------------------|
| Hepatitis B                    | 0.0062196 | 0.1435713 | 2.206231 | ATF2//CDKN1B//CHUK//<br>CREB1//CREBBP//SMAD4//<br>TLR3//TLR4//TP53//YWHAZ                        |
| MicroRNAs in cancer            | 0.0071903 | 0.1532087 | 2.143253 | BMI1//CDKN1B//CREBBP//<br>GLS//RECK//RPS6KA5//<br>SERPINB5//SLC7A1//TP53//<br>WNT3               |
| Ras signaling pathway          | 0.0126560 | 0.208592  | 1.8977   | CALM1//CALM2//CHUK//<br>GAB1//GNG5//PAK1//PAK2//<br>PAK3//RAB5A//RAP1B//<br>RASA1//RASA2//RASSF5 |
| Tuberculosis                   | 0.0128631 | 0.208592  | 1.890654 | CALM1//CALM2//CAMK2D//<br>CREB1//CREBBP//JAK2//<br>NOD2//PPP3CB//PPP3R1//<br>RAB5A//TLR4         |
| ErbB signaling pathway         | 0.0130258 | 0.208592  | 1.885195 | ARAF//CAMK2D//CDKN1B//<br>GAB1//PAK1//PAK2//PAK3                                                 |
| GABAergic synapse              | 0.0130258 | 0.208592  | 1.885195 | CACNA1C//CACNA1D//<br>GABRB3//GLS//GNAI1//<br>GNG5//NSF                                          |
| FoxO signaling pathway         | 0.0135547 | 0.208592  | 1.86791  | ARAF//CCNG2//CDKN1B//<br>CHUK//CREBBP//FOXO3//<br>PLK4//SMAD4//SOD2                              |
| RNA transport                  | 0.0183175 | 0.2634599 | 1.737134 | EIF2S1//NUP205//NUP35//<br>NUP54//PABPC1//PNN//<br>SRRM1//THOC1//UPF2//XPO1                      |
| Melanogenesis                  | 0.0190223 | 0.2634599 | 1.720735 | CALM1//CALM2//CAMK2D//<br>CREB1//CREBBP//GNAI1//<br>WNT3                                         |
| Neurotrophin signaling pathway | 0.0231756 | 0.2918028 | 1.634968 | CALM1//CALM2//CAMK2D//<br>FOXO3//GAB1//RAP1B//<br>RPS6KA5//TP53                                  |
| Serotonergic synapse           | 0.0231756 | 0.2918028 | 1.634968 | ARAF//CACNA1C//CACNA1D<br>//DUSP1//GABRB3//GNAI1//<br>GNG5//KCNN2                                |
| RNA degradation                | 0.0245590 | 0.2957768 | 1.609788 | BTG1//CNOT2//CNOT6L//DH<br>X36//PABPC1//TOB1                                                     |

**ESM Table 3**

Pathway analysis of the genes differentially expressed between 3- and 12-month-old rats

|                                                     |           |           |          |                                                                              |
|-----------------------------------------------------|-----------|-----------|----------|------------------------------------------------------------------------------|
| Peroxisome                                          | 0.0273407 | 0.3155575 | 1.56319  | ACSL3//AMACR//IDH1//PEX1<br>//PEX3//SOD2                                     |
| Vasopressin-<br>regulated water<br>reabsorption     | 0.0294534 | 0.3263445 | 1.530863 | AQP4//CREB1//NSF//RAB5A                                                      |
| Glioma                                              | 0.0333381 | 0.339407  | 1.477058 | ARAF//CALM1//CALM2//<br>CAMK2D//TP53                                         |
| Ribosome biogenesis<br>in eukaryotes                | 0.0351853 | 0.339407  | 1.453638 | SBDS//TAF9//UTP15//UTP18//<br>WDR75//XPO1                                    |
| Measles - Rattus<br>norvegicus (rat)                | 0.0360125 | 0.339407  | 1.443546 | CDKN1B//CHUK//EIF2S1//<br>JAK2//RCHY1//TACR1//TLR4<br>//TP53                 |
| Cholinergic synapse<br>- Rattus norvegicus<br>(rat) | 0.0363423 | 0.339407  | 1.439587 | CACNA1C//CACNA1D//<br>CAMK2D//CREB1//<br>GNAI1//GNG5//JAK2                   |
| Basal transcription<br>factors                      | 0.0367588 | 0.339407  | 1.434638 | GTF2A2//GTF2E1//TAF2//<br>TAF9                                               |
| Prostate cancer                                     | 0.0386906 | 0.3457199 | 1.412394 | ARAF//CDKN1B//CHUK//<br>CREB1//CREBBP//TP53                                  |
| Glutamatergic<br>synapse                            | 0.0427453 | 0.3639458 | 1.369111 | CACNA1C//CACNA1D//GLS//<br>GNAI1//GNG5//<br>PPP3CB//PPP3R1                   |
| HIF-1 signaling<br>pathway                          | 0.0462046 | 0.3639458 | 1.335314 | CAMK2D//CDKN1B//<br>CREBBP//HIF1A//PFKFB2//TC<br>EB1//TLR4                   |
| Protein processing in<br>endoplasmic<br>reticulum   | 0.0468010 | 0.3639458 | 1.329744 | CANX//EIF2S1//ERO1L//<br>LMAN1//NGLY1//SEC23A//<br>TRAM1//UBE2D1//UBE2G1     |
| Transcriptional<br>misregulation in<br>cancer       | 0.048281  | 0.3639458 | 1.316224 | BMI1//CDKN1B//DUSP6//HHE<br>X//IGFBP3//MLLT3//PRCC//S<br>MAD1//TP53          |
| Proteoglycans in<br>cancer                          | 0.0492657 | 0.3639458 | 1.307455 | ANK3//ARAF//CAMK2D//<br>GAB1//HIF1A//PAK1//ROCK2/<br>/SDC2//TLR4//TP53//WNT3 |

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 10

## ESM Table 4

### Analysis of microRNA changes occurring in the islets of one year-old rats

100 ng of RNA from the islets of 4 one-year-old (old) and 3 three month-old (young) rats was analyzed by microarray.

Signal intensity is given on a Log2 scale after quantile normalization of the data.

False Discovery Rates were calculated using the Benjamini-Hochberg procedure.

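The deposited series matrix held values for 307 miRNAs, and these were the same 307 that the scanner software called detected on at least 1 array. On each array, the matrix ranked the miRNAs in the same order as the total gene signal. Fitted with limma over its 307 miRNAs, the matrix gave 69 miRNAs with an unadjusted p below 0.05, 33 higher and 36 lower at 12 months, and 8 with an adjusted p below 0.05, 5 higher and 3 lower. An adjusted p estimates the share of false calls among all miRNAs called at that level. The highest-ranked miRNA differed in value between arrays in the matrix, which quantile normalization over the rat miRNAs alone cannot give. Of 80 combinations of features, scale and offset, all chosen after the values were seen, the closest took all control features of the array into a quantile normalization on the linear scale and added 10 before the log2 step. Its values differed from the matrix by 0.0091 on average and by 0.053 at most on the log2 scale.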

The microRNAs that were further investigated in the paper are highlighted.

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 11

**ESM Table 5**

**MicroRNA expression in different organs of 12-month old male Wistar rats.** RNA was isolated from brain, liver, skeletal muscle and adipose tissue of rats aged 3 and 12 months. MicroRNA expression was assessed by qRT-PCR. Values are expressed as fold change *versus* the level at 3 months ( $1 \pm \text{SD}$ )

| ID       | Brain             | Liver             | Skeletal muscle | Adipose tissue  |
|----------|-------------------|-------------------|-----------------|-----------------|
| miR-34a  | $1.58 \pm 0.01^*$ | $10.89 \pm 4.4^*$ | $1.72 \pm 0.35$ | $0.27 \pm 0.36$ |
| miR-124a | $0.55 \pm 0.22$   | $0.58 \pm 0.22$   | $3.3 \pm 1.5$   | $3.5 \pm 2$     |
| miR-130b | $1 \pm 0.46$      | $1.15 \pm 0.02$   | $1.18 \pm 0.02$ | $0.43 \pm 0.23$ |
| miR-181a | $1.16 \pm 0.11$   | $1.2 \pm 0.04$    | $1.35 \pm 0.02$ | $1.72 \pm 0.35$ |
| miR-383  | $0.78 \pm 0.27$   | $0.58 \pm 0.18$   | $0.58 \pm 0.16$ | $1.28 \pm 0.5$  |

(n = 5). \*Significantly different from the control (Student t-test  $p < 0.05$ )

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 12

**ESM Table 6****List of predicted miR-34 and miR-181 target genes upregulated in the islets of 12 month-old rats**

| <b>microRNA family</b> | <b>Gene name</b> | <b>MRE for 3'UTR</b> | <b>microRNA family</b> | <b>Gene name</b> | <b>MRE for 3'UTR</b> |
|------------------------|------------------|----------------------|------------------------|------------------|----------------------|
| miR-34 family          | Ghr              | 1                    | miR-181 family         | Rbm25            | 1                    |
| miR-34 family          | RGD1359509       | 1                    | miR-181 family         | Paics            | 1                    |
| miR-34 family          | Gng5             | 2                    | miR-181 family         | Rnpc2            | 2                    |
| miR-34 family          | LOC100125362     | 2                    | miR-181 family         | Trim2            | 3                    |
| miR-34 family          | Rps6ka5          | 1                    | miR-181 family         | Nr3c1            | 1                    |
| miR-34 family          | Rab10            | 1                    | miR-181 family         | Sfrs18           | 1                    |
| miR-34 family          | Chd1             | 1                    | miR-181 family         | Ggps1            | 1                    |
| miR-34 family          | Cggbp1           | 1                    | miR-181 family         | Pfkfb2           | 1                    |
| miR-34 family          | Phf17            | 1                    | miR-181 family         | Elf2             | 1                    |
| miR-34 family          | Cdc42se2         | 2                    | miR-181 family         | Hnrph1           | 1                    |
| miR-34 family          | MGC108974        | 1                    | miR-181 family         | RGD1559610       | 1                    |
| miR-34 family          | Gls              | 1                    | miR-181 family         | Rod1             | 1                    |
| miR-34 family          | Api5             | 1                    | miR-181 family         | Slc7a1           | 2                    |
| miR-34 family          | Zcchc9           | 2                    | miR-181 family         | Apoh             | 1                    |
| miR-34 family          | Tnfrsf11b        | 1                    | miR-181 family         | Spg3a            | 1                    |
| miR-34 family          | Rybp             | 1                    | miR-181 family         | Rcn2             | 1                    |
| miR-34 family          | RGD1566036       | 1                    | miR-181 family         | Mtm1             | 1                    |
| miR-34 family          | RGD1308430       | 1                    | miR-181 family         | RGD1562416       | 2                    |
| miR-34 family          | Cnot6l           | 1                    | miR-181 family         | Tjp1             | 1                    |
| miR-34 family          | Trim2            | 1                    | miR-181 family         | RGD1311558_pred  | 1                    |
| miR-34 family          | Upf2             | 1                    | miR-181 family         | Zbtb8b           | 1                    |
| miR-34 family          | RGD1305117       | 1                    | miR-181 family         | Gdap1            | 1                    |
| miR-34 family          | Nr3c1            | 1                    | miR-181 family         | Cnot6l           | 1                    |
| miR-34 family          | RGD621098        | 1                    | miR-181 family         | Cggbp1           | 2                    |
| miR-34 family          | Txndc13          | 1                    | miR-181 family         | Ehmt1            | 1                    |
| miR-34 family          | Pfkfb2           | 1                    | miR-181 family         | Trim35           | 1                    |
| miR-34 family          | Nup35            | 1                    | miR-181 family         | Slc24a2          | 1                    |
| miR-34 family          | LOC680039        | 1                    | miR-181 family         | Rbm22            | 1                    |
| miR-34 family          | Ank3             | 1                    | miR-181 family         | L2hgdh           | 4                    |
| miR-34 family          | Amd1             | 2                    | miR-181 family         | Dusp6            | 1                    |
| miR-34 family          | RGD735106        | 1                    | miR-181 family         | Ptgfrn           | 1                    |
| miR-34 family          | Gab1             | 1                    | miR-181 family         | Chordc1          | 1                    |
| miR-34 family          | Nfat5            | 3                    | miR-181 family         | Gls              | 2                    |
| miR-34 family          | Aqp4             | 2                    | miR-181 family         | RGD1305823       | 1                    |
| miR-34 family          | RGD1560796       | 1                    | miR-181 family         | Morc3            | 2                    |
| miR-34 family          | Cttnbp2nl        | 1                    | miR-181 family         | RGD735140        | 1                    |
| miR-34 family          | Zfp26            | 1                    | miR-181 family         | Lpl              | 1                    |
| miR-34 family          | Aqp4             | 2                    | miR-181 family         | Tlr4             | 1                    |
| miR-34 family          | MGC114410        | 1                    | miR-181 family         | Ccdc62           | 1                    |
| miR-34 family          | Tmco3            | 1                    | miR-181 family         | Gabrb3           | 1                    |
| miR-34 family          | Slc48a1          | 1                    | miR-181 family         | Crebbp           | 1                    |
| miR-34 family          | MGC72992         | 1                    | miR-181 family         | Nat5             | 1                    |
| miR-34 family          | Zfp281           | 1                    | miR-181 family         | Tbc1d14          | 2                    |
| miR-34 family          | Topors           | 1                    | miR-181 family         | Chd1             | 1                    |

|                |            |   |
|----------------|------------|---|
| miR-181 family | RGD1560796 | 2 |
| miR-181 family | Canx       | 1 |
| miR-181 family | Lats2      | 1 |

# Supplementary material for: Role of microRNAs in the age-associated decline of pancreatic beta cell function in rat islets
**Source:** Diabetologia. 2015 Oct 16;59(1):161–9. doi: 10.1007/s00125-015-3783-5
**Supplement:** Supplementary file 13

**ESM Table 7****Predicted miR-34 and miR-181 target genes down-regulated in the islets of 12 month-old rats**

How the deposited data were processed for this re-analysis (not part of the article)

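Islet RNA of 4 rats aged 12 months and 3 rats aged 3 months had been hybridised to Agilent single-colour miRNA arrays, 1 array per rat. The authors deposited the output of Agilent's Feature Extraction software for each array, with background-subtracted intensities on a linear scale, raw median intensities with their local background, and a detection flag per miRNA. The authors also deposited a matrix of log2 values that had been quantile normalized, as the notes of ESM Table 4 state for the same kind of values. The samples were grouped by the age in their labels, and the 2 ages share no replicate numbers.

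The total gene signal of each of the 677 rat miRNAs was read from the scanner output, and control features were left out. Signals under 1 were set to 1, log2 was taken and quantile normalization was run over all rat miRNAs with limma (version 3.58.1) in R (version 4.3.3). The 272 miRNAs that were detected on every array of at least 1 age were kept. Each was tested with lmFit and eBayes with a constant prior (3.03 prior degrees of freedom) and Benjamini-Hochberg adjustment. All p values are two-sided. For the whole paper, the methods name Student's t-test, and ANOVA with Dunnett's test where several groups are compared. The t-test was run as an alternative. The p values listed in ESM Table 4 come back from the values of that table with limma's eBayes, so eBayes was used for the main comparison. Differences of single miRNAs were also tested with an exact permutation test over the 35 splits of 7 rats into 4 and 3, whose smallest two-sided p is 0.0286.

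The miRNAs named in the text were chosen by a rule set beforehand. They are those the paper names for this experiment and miR-7a, every miRNA with an adjusted p below 0.05 (up to 20), and the 10 with the largest absolute log2 fold change among those with an unadjusted p below 0.05 whose ages do not overlap. Members of a reported miRNA set were also included, which gave 35 miRNAs. The probes of a miRNA are summed in the total gene signal. Probes changed in opposite directions for 2 of the 35 miRNAs, miR-7a and miR-488, and the probe of miR-488 that fell lay near the floor.

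The 12 miRNA sets, of cell types (acinar, mesenchymal, immune, endothelial, erythroid, endocrine) and families (miR-17~92 and its paralogs, miR-15/16, miR-29, miR-34, miR-181, let-7), were written after ESM Table 4 had been read. They were tested with limma's camera at its preset correlation of 0.01, with fry and an estimated correlation as alternatives.

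The alternatives set beforehand cover the signal summary, the normalization between arrays (75th percentile of miRNAs detected on all arrays, 75th percentile of all miRNAs, miR-7a, none), the order of normalization and filter, the detection filter, the floor, the variance model, array weights, the row of the slide as a block, the deposited matrix, and each rat left out in turn. A background correction with normexp on the mean spot signal was also planned. The scanner output used here holds the median spot signal in its place, so normexp with an offset of 16 was run on the median. That setting, both settings with control features and the fit with acinar miRNAs as a covariate were added after the data were seen. The setting with control features and an offset of 10 was the closest to the deposited matrix of 80 combinations recomputed here, after a wider search of the same kind.

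The pipeline was tested on simulated data for the comparison of 12-month-old with 3-month-old rats, with 677 miRNAs, 315 of them tested and 60 changed. Of the changes by 2 on the log2 scale 93.3% were called, and of those by 1 83.3% were called. The changes were put only into miRNAs detected on all arrays, with noise drawn independently for each miRNA and without repeats. The shares also depend on 60 miRNAs being changed, through the adjustment. They therefore do not give the power for the real arrays, least of all for miRNAs undetected at 1 age, such as miR-124, miR-488 and miR-130b. Of 61 calls 8 were of unchanged miRNAs, which is above the nominal 0.05. With no miRNA changed, 316 were tested, 18 had an unadjusted p below 0.05 and 0 an adjusted one.

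Between 246 and 296 miRNAs were detected per array. The number of arrays limits the precision. The arrays lay on 1 slide in 2 rows, and each row held both ages. Array experiments on mRNA, and the qPCR, transfection and human islet experiments, were not analysed here. The reference annotation (GRCr8) was used only for which genes neighbour each other, because the array's header names an older rat assembly.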

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

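Every test of an explanation in this part was chosen after the result was seen; the test over other splits of the rats and the miRNA sets were set before the data were examined, in the sense of the scanner output. The sets were written after ESM Table 4, which holds values of the same arrays, had been read, and the split counts had been seen before their expected outcome was written down. For 2 tests the reading was also changed after an outcome was seen. For the label of replicate 10 it was changed 3 times: from a majority of the called miRNAs, by which a 3-month-old rat would have fitted, to a distance of over 3 SD, by which it would not, then to leaving open an outcome that goes both ways, and back to the distance, with signals before the floor. The other change was from an exact p below 0.05 to non-overlap of the ages for the test on the share of endocrine cells. By the exact p that test would have argued neither way.

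Among the 12-month-old rats, replicate 10 lay apart from the other 3 at several measures. Of 38 measures checked in this group, 8 had a gap to the nearest rat, divided by the group's range, above Dixon's critical value, and replicate 10 was the rat that lay apart at all 8. Chance gives this at about 1 in 20 measures. The ratios were 0.936 for miR-181a, 0.882 for miR-484, 0.902 for miR-17-5p, 1 for miR-18a, 0.832 for miR-19b, 0.924 for miR-92a, and 1 for both miR-29b and miR-7a. The last pair is 1 exchange of ranks, since miR-29b was ranked above miR-7a on this array only. At miR-18a the other 3 rats shared the normalized value 2.89, against 3.22 for replicate 10, so its ratio of 1 rests on tied values. A 3-month-old rat under a 12-month-old label was weighed first. At 4 of the 10 miRNAs called without replicate 10, namely miR-124, miR-383, miR-488 and miR-130b, it lay nearer to the other 12-month-old rats and over 3 SD from the 3-month-old mean, taken before the floor for miR-124 and miR-488. Its miR-124 signal of 134 units was the highest of all rats, where the 3-month-old rats had at most -0.998. This argues against a 3-month-old rat. At the other 6 it lay nearer to the 3-month-old rats, where every other rat did so for the other age at 1 miRNA at most, so a sample of another origin stays open. The SD of its log2 difference to the 12-month-old rat in the same row of the slide, replicate 16, was 0.737. Between the other 12-month-old rats it was at most 0.526. To the other row it went both ways, with 0.449 to replicate 4 and 0.789 to replicate 2. The distance to replicate 16 argues against the row of the slide as the cause. Replicate 4 was nearer to replicate 10 than to replicates 2 (0.526) and 16 (0.5), so over the whole profile replicate 10 did not lie apart from all 3. But replicate 10 was also nearer to 3-month-old replicates 11 (0.503) and 9 (0.629) than to replicates 16 and 2, with 0.75 to 3-month-old replicate 13. Replicate 4 too was nearer to 3-month-old replicate 11 (0.434) than to any rat of its age. The distance over the whole profile thus does not group these rats by age and cannot settle the label of replicate 10. The position within the row stays open, with 1 array per position. Its acinar miRNAs were the highest of its age, at 8.39, against 4.92 to 7.37 in the other 3. A difference between individual rats of one age was not tested.

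Among the 12 miRNA sets, 3 that the paper does not discuss differed between the ages by camera, all with adjusted p below 0.05. The acinar set (3 of its 4 members tested) had a median log2 fold change of -2.11 (adjusted p = 0.0361). The mesenchymal set (5 members) had 1.16 (adjusted p = 0.0045), and the miR-17~92 family with its paralogs (9 of 11 members) had -0.62 (adjusted p = 0.000584). With fry the adjusted p values of these 3 were 0.201, 0.118 and 0.118, and with an estimated correlation all were 0.516, so none of the 3 held under either. In 9 of the 35 splits of the rats the number of sets below 0.05 was as large, so chance cannot be excluded. All members of each set moved the same way: 3 of 3 down, 5 of 5 up and 9 of 9 down. Without any normalization between arrays, miR-17-5p, miR-20a, miR-20b-5p, miR-106b, miR-25 and miR-93 were higher at 12 months. The other 9 sets did not pass, with adjusted p values of 0.184 (miR-181), 0.235 (immune), 0.27 (miR-34), 0.348 (endothelial and endocrine), 0.4 (erythroid), 0.411 (miR-29), 0.587 (miR-15/16) and 0.947 (let-7).

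If a lower share of endocrine cells in the older rats came with evenly more acinar and mesenchymal RNA, both sets would rise alike. Instead the difference mesenchymal minus acinar rose by 3.08 on the log2 scale, from -2.26 to 0.83. The 2 ages did not overlap (exact permutation p = 0.0571), which argues against that even form. More mesenchymal with less acinar RNA would give the same rise and could still lower the endocrine share, so the share itself stays open. The 3 endocrine miRNAs were all lower, with a median log2 fold change of -0.2 (camera adjusted p = 0.348). For the 3 acinar miRNAs, RNA of acinar cells carried over with the islets may differ in amount between preparations. Their mean ranged over 3.48 among the 12-month-old rats, against an age difference of -2.06. Age-dependent expression stays open as well: miR-216a and miR-217 are neighbours in the annotation with no gene between them, so one shared transcript would vary in the same way, and the 2 cannot be told apart.

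For the miR-17~92 family, carried-over acinar RNA may contribute. With the mean of the acinar miRNAs as a covariate the family's median log2 fold change was -0.28 against -0.62 without it. The covariate itself differs between the ages, which keeps this open, and the 2 cannot be told apart. An effect of age itself was not tested apart from it.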

How the results depend on the processing

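The alternatives added after the data were seen are normexp on the median spot signal, both normalizations with control features and the acinar covariate; the others, and the counts over splits of the rats, were set beforehand. No paired analysis was possible because the 2 ages share no replicate numbers. The planned normexp on the mean spot signal was not run.

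The count of miRNAs with an unadjusted p below 0.05, 59 in the main comparison, stayed within 1.5 times of that under 23 of 26 alternatives. It was 37 with scaling to miR-7a, 193 with no normalization and 89 with array weights, and between 41 and 88 with 1 rat left out, highest without 12-month-old replicate 10. In 2 of the 35 splits of the rats the count was as large, so chance cannot be excluded for it; the other split, with 60, puts 12-month-old replicate 10 with the 3-month-old rats. Of the 59, 42.4% were higher at 12 months. Without 12-month-old replicate 10 the share was 59.1% (52 of 88), and with array weights 55.1% (49 of 89), so the majority turned. That share was 24.3% (9 of 37) with scaling to miR-7a and 97.9% (189 of 193) with no normalization, which shift the median of all tested miRNAs from 0.06 to -0.08 and 0.79. The number of calls shared with the 59 was 34 of the 37 and 29 of the 193.

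The count with an adjusted p below 0.05, 4 in the main comparison, was 1 with only miRNAs detected on all arrays, where the filter itself removes miR-124, miR-488 and miR-130b. It was 2 with normexp on the median signal, 8 with control features and an offset of 10, 9 with the 75th percentile of all miRNAs, 9 with the deposited matrix, 15 with scaling to miR-7a, 20 with the 75th percentile of miRNAs detected on all arrays, 48 with array weights and 171 with no normalization. For these the cause was not tested. With 1 rat left out it was between 4 and 10, highest without 12-month-old replicate 10. The methods' t-test gave 49 miRNAs at an unadjusted p below 0.05 and 3 after Benjamini-Hochberg adjustment. No other split of the rats gave 4 or more, so 1 of 35 splits was as large, a share of 0.0286 and the smallest the design allows. This argues against chance for this count, although another split gave 3. Of the 4, miR-383 was called under all 26 alternatives. Of the 25 that gave them a value, miR-130b was called under all 25, miR-488 under 24 and miR-124 under 20.

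For miR-124 the log2 fold change was 5.42 with no detection filter and 5.42 with the methods' t-test, 4.03 with the probe mean, 5.53 with the acinar covariate and 1.06 with normexp on the median signal, and under these its adjusted p was between 0.0605 and 0.147. With no filter its unadjusted p also rose, from 3.95e-05 to 0.000869, and its standard error from 0.67 to 0.81, so the number of miRNAs tested is not the whole cause. The cause was not tested. For miR-181a, whose adjusted p was 0.0608, 4 alternatives passed the threshold: -1.15 with array weights, -1.05 with the deposited matrix, -1.04 with control features and an offset of 10, and -1.31 without 12-month-old replicate 10. Its value with 1 rat left out lay between -1.31 and -0.92, and over all alternatives its adjusted p ran from 0.00251 to 0.263. The smallest change of miR-181a was -0.36 with no normalization (adjusted p 0.254), where the median of all tested miRNAs was 0.79. miR-34a passed only with no normalization, at 1.06. miR-34b passed at 1.72 with no normalization, at 1.43 with array weights and at 1.38 without 3-month-old replicate 13, between 0.85 and 1.38 with 1 rat left out. The cause was not tested. miR-34c, at 1.78, moved to 0.60 with the deposited matrix, 0.59 with control features and an offset of 10, and 0.13 with normexp on the median signal; an added offset compresses dim signals by construction.

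miR-7a changed sign, from -0.07 to 0.15 with the 75th percentile of miRNAs detected on all arrays, 0.24 with that of all miRNAs, 0.87 with no normalization, 0.14 with the deposited matrix and 0.14 with control features, with or without the offset of 10. With no normalization the sign also changed for miR-17-5p (0.30), miR-20a (0.06), miR-20b-5p (0.04), miR-106b (0.52), miR-25 (0.47) and miR-93 (0.43), where the median of all tested miRNAs was 0.79. The number of miRNA sets below 0.05, 3 with camera, was 0 with fry and 0 with an estimated correlation, and between 2 and 3 with 1 rat left out. Among the other settings the acinar set did not pass with the probe mean (0.0545), the 75th percentile of miRNAs detected on all arrays (0.054) or scaling to miR-7a (0.16), nor the mesenchymal set with array weights (0.0664). The miR-181 set passed with array weights (0.029) and no normalization (0.0237), the miR-34 set with no detection filter (0.0445), and the miR-29 set with the deposited matrix (0.0196) and with control features and an offset of 10 (0.0227). For these the cause was not tested. In the 7 fits with 1 rat left out the miR-17~92 family passed in all 7, the mesenchymal set in all but that without 12-month-old replicate 10 (0.0611), and the acinar set in 2, with 0.0504 to 0.0848 in the other 5. Without 3-month-old replicate 13 the miR-34 set passed (0.00982) and the acinar set did not (0.0848). At an unadjusted p below 0.05, fry gave 4 sets: the mesenchymal set 0.0229, the miR-17~92 family 0.0219, the endothelial set 0.0392 and the miR-29 set 0.0331.

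Signal over background limits the dim miRNAs. The lowest signal of a detected miRNA was between 1.42 and 4.92 units per array. The fold changes of miR-124, miR-488, miR-130b and miR-34c are bounds against that signal, or the miRNA's own where higher. They are not bounds against each miRNA's own detection limit, and their fitted values depend on the floor.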

Differences from the paper's values

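The settings with control features were chosen after the values were seen.

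The paper's ESM Table 4 lists 8 miRNAs with an adjusted p below 0.05, and the main comparison here gave 4. Of the alternatives set before the data were examined, some lay within 1.5 times of the paper's value, and the others did not. They were the 75th percentile of all miRNAs (9), leaving out 12-month-old replicate 10 (10) and the deposited matrix over the 272 miRNAs tested here (9). Over its own 307 miRNAs the deposited matrix gave 8, the paper's count. With control features and an offset of 10, chosen after the values were seen, the count was 8.

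For miR-383 the paper's log2 fold change is 2.06 and the value here was 2.43. The values with the 75th percentile of miRNAs detected on all arrays (2.35), scaling to miR-7a (2.20), the deposited matrix (2.06) and without 12-month-old replicate 16 (2.33) differed from the paper's by no more than the replicate SD under that setting; the other alternatives set beforehand did not, among them 2.27 without 3-month-old replicate 13, where that SD is smaller. With control features and an offset of 10, chosen after the values were seen, it was 2.07.

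For 4 miRNAs that 1 age did not detect, the log2 bound here exceeded the paper's log2 fold change by over 1.5-fold on the linear scale. For miR-130b the paper's value is -1.7 and the bound -2.91; the deposited matrix (-1.68) and no normalization (-2.21) came within it. For miR-488 the paper's is 1.08 and the bound 2.26; the probe mean (0.58), quantile after the filter (1.38) and the deposited matrix (0.78) came within it. For miR-124 the paper's is 2.77 and the bound 4.30; the probe mean (2.99) and the deposited matrix (2.24) came within it. For miR-34c the paper's is 0.60 and the bound 1.37; the probe mean (0.78), scaling to miR-7a (1.17), the deposited matrix (0.47) and leaving out 12-month-old replicate 2 (1.11), 3-month-old replicate 9 (1.16) or 3-month-old replicate 11 (1.07) came within it. The other alternatives set beforehand that gave a value did not. All these values are bounds, while the paper's are fitted fold changes. Fitted on the deposited matrix, the log2 fold changes were -1.7 for miR-130b, 1.08 for miR-488 and 2.77 for miR-124, the same as the paper's. With control features and an offset of 10, chosen after the values were seen, the fitted values were -1.70 for miR-130b, 1.06 for miR-488, 2.75 for miR-124 and 0.59 for miR-34c.

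For miR-29b the paper's log2 fold change is 0.65 and the value here was 0.07. The 75th percentile of all miRNAs (0.53) and the deposited matrix (0.65) differed from it by no more than the replicate SD under that setting, and the other alternatives set beforehand did not. For miR-7a the paper's value is 0.14 and the value here was -0.07; both 75th percentile settings (0.15 and 0.24) and the deposited matrix (0.14) differed from it by no more than that SD, and the others did not. With control features, chosen after the values were seen, miR-29b was at 0.58 and miR-7a at 0.14.

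ESM Table 4 calls miR-29b, miR-129-1*, miR-181a and miR-484, which the main comparison here did not at an adjusted p of 0.05. The deposited matrix called all 4, as did control features with an offset of 10, chosen after the values were seen. Array weights called miR-129-1*, miR-181a and miR-484. No normalization called miR-29b, miR-129-1* and miR-484. Both 75th percentile settings called miR-484, and leaving out 12-month-old replicate 10 called miR-181a and miR-484.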

Other observations

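Every test in this part was chosen after the result was seen, except the one on the control features, for which the outcome expected was written down first, when those of 1 array had been seen.

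Before normalization the tested miRNAs were brighter at 12 months by a median of 0.79 on the log2 scale. Weaker labelling, hybridization or scanning of the 3-month-old arrays may be the source. The 11 bright positive control features were higher at 12 months by a median of 0.22, but they went apart: 4 of them (hur_1, hur_2, hur_4 and hur_6) by 0.44 to 0.59, dmr_3, dmr_6 and SCorner3 by 0.02, and miRNABrightCorner30 by -0.38. Controls that differ this way leave open which step differed, and a weaker signal of the whole array and a change in the amount of miRNA with age cannot be told apart.

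If dimmer 3-month-old arrays made dim miRNAs drop out, miR-383, which was detected at both ages, would lose its difference after scaling to a common brightness. Under 3 such scalings its highest adjusted p was 0.0165, which argues against that as the whole cause. For miR-124 and miR-488, which no 3-month-old array detected, scaling cannot bring a signal back, so their total gene signals before the floor were used. Dimmed to the dimmest 3-month-old array, the 12-month-old signals would be 7.8 to 85.9 units for miR-124 and 6 to 7.45 for miR-488. The highest signals measured at 3 months were -0.998 (SD 0.55) and 0.0101 (SD 0.354), with errors by the software of at most 3.39 and 2.39, which argues against drop-out as the whole cause for these 2 as well. The signal these are set against was changed after a first outcome, which had left them undecided, was seen.

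RNA of acinar cells carried over in differing amounts was weighed for miR-383, miR-488, miR-130b, miR-124, miR-181a, miR-484, miR-34a and miR-34b. The mean of miR-216a, miR-216b-5p and miR-217 was the covariate. miR-34c was outside the miRNAs tested and was not weighed. For miR-383, miR-488 and miR-130b the highest adjusted p was 0.00677, and the log2 fold changes were 2.18, 3.23 and -3.31, which argues against it. miR-124 kept its size at 5.53 (standard error 0.99), with an adjusted p of 0.0605 and an unadjusted one of 0.000889. Read by its size, as chosen after this value was seen, that argues against it too; read by the adjusted p alone it would stay undecided. For miR-181a the log2 fold change was -0.66 (standard error 0.24, adjusted p 0.199) against -1.12 without the covariate. For miR-484 it was -0.91 (standard error 0.35, adjusted p 0.21) against -1.56. Both shrank without reaching 0, so carried-over acinar RNA may contribute to these 2, and the covariate's own age difference keeps that from being told apart from age. miR-34a went the other way, to 1.00 (standard error 0.39, unadjusted p 0.0379, adjusted p 0.21) against 0.38, and miR-34b was at 0.82 (adjusted p 0.32) against 1.04.

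The acinar list rests on 3 tested members, none of them named by the paper. Their total gene signals at 3 months were 765 units for miR-216a, 128 for miR-216b-5p and 342 for miR-217, and at 12 months 421, 67.9 and 196. No other list holds any of them.

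The miR-29b value of 0.65 in the deposited matrix was not reached by quantile normalization over rat miRNAs alone, at 0.07. Without quantile normalization, rat miRNAs alone gave 0.53 with the 75th percentile of all miRNAs (adjusted p = 0.217) and 1.16 with no normalization. They gave 0.44 with the 75th percentile of miRNAs detected on all arrays and 0.29 with scaling to miR-7a. A candidate explanation is that control features took part in the authors' quantile normalization. With control features included, and no other change, miR-29b was at 0.58 (adjusted p = 0.0599), and over all its alternatives its adjusted p ran from 0.0114 to 1.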
